# Identification of exosomal microRNA panel as diagnostic and prognostic biomarker for small cell lung cancer

**DOI:** 10.1186/s40364-023-00517-1

**Published:** 2023-09-13

**Authors:** Dong Ha Kim, Hyojeong Park, Yun Jung Choi, Kyungtaek Im, Chae Won Lee, Da-Som Kim, Chan-Gi Pack, Hyun-Yi Kim, Chang-Min Choi, Jae Cheol Lee, Wonjun Ji, Jin Kyung Rho

**Keywords:** Exosome, Exosomal miRNA, Diagnosis, Prognosis, SCLC

## Abstract

**Background:**

Small cell lung cancer (SCLC) has an exceptionally poor prognosis; as most of the cases are initially diagnosed as extensive disease with hematogenous metastasis. Therefore, the early diagnosis of SCLC is very important and may improve its prognosis.

**Methods:**

To investigate the feasibility of early diagnosis of SCLC, we examined exosomal microRNAs (miRNAs) present in serum obtained from patients with SCLC. First, exosomes were isolated in serum from patients with SCLC and healthy individuals and were characterized using particle size and protein markers. Additionally, miRNA array was performed to define SCLC-specific exosomal miRNAs. Second, the obtained miRNAs were further validated employing a large cohort. Finally, the ability to diagnose SCLC was estimated by area under the curve (AUC), and intracellular mRNA change patterns were verified through validated miRNAs.

**Results:**

From the miRNA array results, we selected 51-miRNAs based on p-values and top 10 differentially expressed genes, and 25-miRNAs were validated using quantitative reverse transcription-polymerase chain reaction. The 25-miRNAs were further validated employing a large cohort. Among them, 7-miRNAs showed significant differences. Furthermore, 6-miRNAs (miR-3565, miR-3124-5p, miR-200b-3p, miR-6515, miR-3126-3p and miR-9-5p) were up-regulated and 1-miRNA (miR-92b-5p) was down-regulated. The AUC value of each miRNA sets between 0.64 and 0.76, however the combined application of 3-miRNAs (miR-200b-3p, miR-3124-5p and miR-92b-5p) remarkably improved the diagnostic value (AUC = 0.93). Gene ontology analysis revealed that the 3-miRNA panel is linked to various oncogene pathways and nervous system development. When the 3-miRNAs were introduced to cells, the resulting changes in total mRNA expression strongly indicated the presence of lung diseases, including lung cancer. In addition, the 3-miRNA panel was significantly associated with a poorer prognosis, although individual miRNAs have not been validated as prognostic markers.

**Conclusion:**

Our study identified SCLC-specific exosomal miRNAs, and the 3-miRNAs panel (miR-200b-3p, miR-3124-5p and miR-92b-5p) may serve as a diagnostic and prognostic marker for SCLC.

**Graphical abstract:**

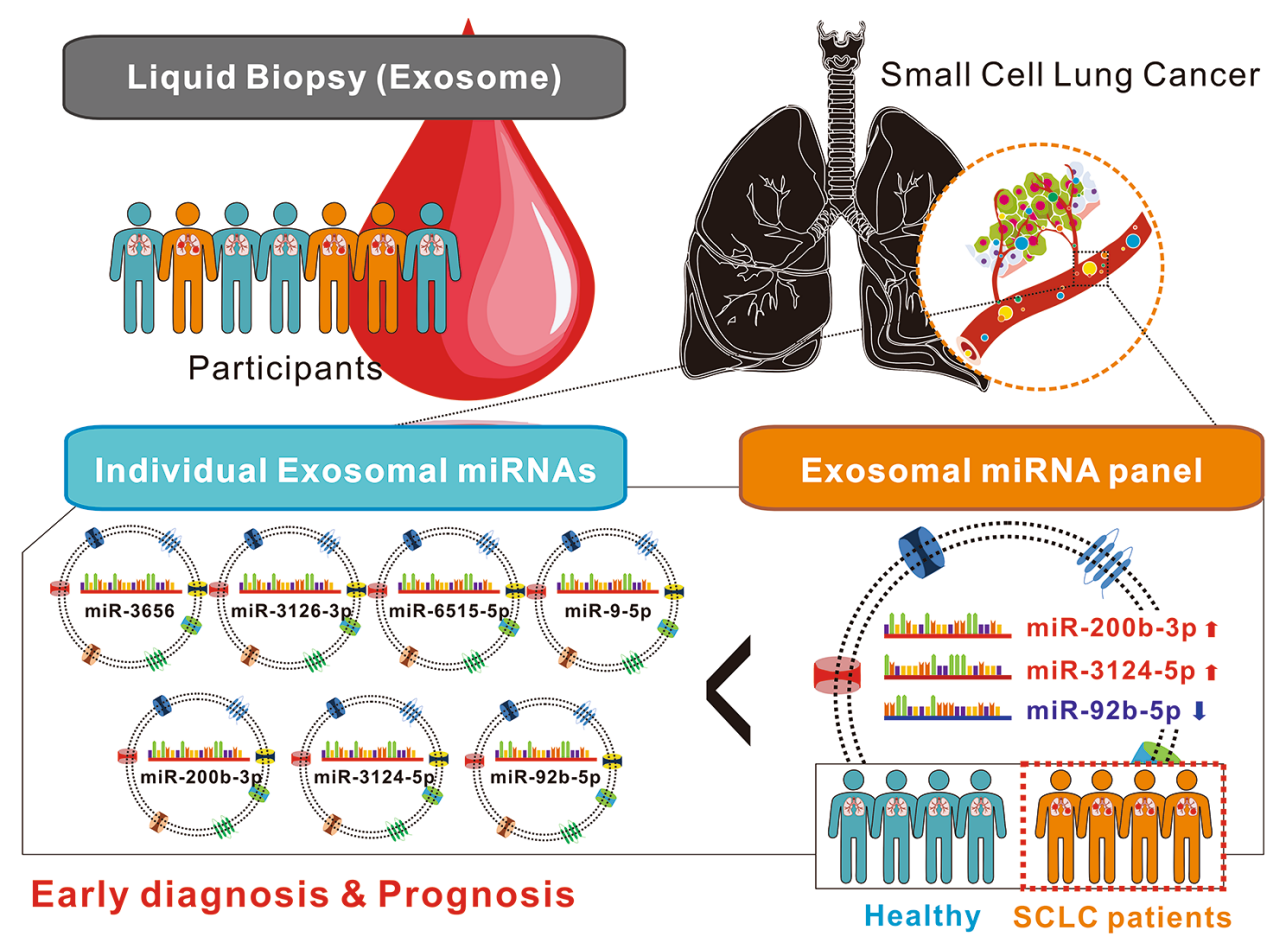

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40364-023-00517-1.

## Background

The diagnosis of lung cancer is broadly classified into two main categories as thus: for small cell lung cancer (SCLC) and non-small cell lung cancer (NSCLC). Specifically, SCLC comprises approximately 15% of all lung cancer, and the general 5-year survival rate is < 10% [1, 2]. In contrast to NSCLC, for which the survival rate has dramatically improved in the past few decades because of targeted therapy and immunotherapy, major developments over standard platinum-based therapy have not yet been made in SCLC treatment [3]. In addition to the lack of treatment efficiency, most (approximately 70%) patients with SCLC are diagnosed as extensive disease (ED). Thus, the early detection of SCLC is quite necessary to improve the clinical outcome of patients with SCLC.

Exosomes are 30–150 nm endocytic membrane-derived vesicles that play important roles in cell-to-cell communication [4–6]. They act as a transporting system for various molecular constituents of their cellular origin, including proteins, lipids, DNA, mRNA, and miRNA [4–6]. Although exosome is initially considered as “garbage bags” for cells to get rid of unwanted constituents, presently it is known to participate in many physiological and pathological processes, such as immune regulation, cell differentiation, epigenetic regulation, and tumor occurrence and progression [7–10]. Importantly, accumulating data have revealed that exosomes are associated with various stages of tumor progression, including immune regulation, angiogenesis, metastasis, drug resistance, and cell proliferation [11–20]. Therefore, any enriched component within exosomes may play specific role in tumor biology.

In addition to the biological roles of exosome, they can aid in drug delivery and diagnosis. In diagnostic field, many papers have proposed the application of exosomes as diagnostic tools; as they contain biomarkers for disease [21–26]. Furthermore, these applications of exosome have great advantages, including its feasibility for all biofluids, high biological stability, and long monitoring of chronic disease. Although exosome-based strategies for disease diagnosis are yet difficult owing to in-depth validation of biomarker and isolation and characterization of exosome, these trials could amount to success through fast development of technology.

In this study, we isolated exosomes in serum obtained from patients with SCLC and healthy individuals, and analyzed miRNAs to determine the SCLC-specific exosomal miRNAs. Furthermore, we explored whether the combination of multiple miRNAs could predict SCLC diagnosis.

## Materials and methods

### Clinical specimens

A total of 126 serum samples were collected from 28 limited disease (LD)-SCLC, 48 extensive disease (ED)-SCLC and 50 healthy individuals after an informed consent was obtained in each case. LD-SCLC and ED-SCLC were defined according to the NCCN guidelines for SCLC [27]. The baseline characteristics of patients with SCLC are shown in Table 1. These analyses were approved by the Asan Medical Center Institutional Review Board (2016 − 0752, 2018 − 0462), which exempted the requirement for informed consent due to their retrospective nature.

**Table 1:** Clinicopathologic characteristics of patients

Variable	Analytic set			Test set	
	Control	SCLC		Normal	SCLC
**Patients, n**	5	5		50	76
**Age**	61.8 ± 5.3	59.2 ± 7.2		55.88 ± 9.7	64.2 ± 8.2
**Male sex (%)**	5 (100.0)	5 (100.0)		27 (54.0)	67 (88.2)
**Smoking status**					
Never, n (%)	·	·		28 (56.0)	5 (6.6)
Former/current, n(%)	5 (100.0)	5 (100.0)		22 (44.0)	71 (93.4)
Smoking amound, pack/year, mean ± SD	30.14 ± 10.3	58 ± 27.7		14.16 ± 19.2	33.79 ± 19.0
**Underlying comorbidities**	2	4		29	50
Respiratory diseases, n(%)	·	2 (40.0)		2 (4.0)	20 (26.3)
Cardiovascular diseases, n(%)	2 (40.0)	4 (80.0)		22 (44.0)	35 (46.0)
Other medical conditions, n(%)	1 (20.0)	2 (40.0)		17 (34.0)	17 (22.4)
**STAGE**					
Limited, n (%)	·	5 (100.0)		·	28 (36.8)
Median OS (95% CI), months	· 30 (14.0 to 36.4)			· 25 (23.2 to 34.4)	
Extensive, n (%)	·	·		·	48 (63.2)
Median OS (95% CI), months	·	·		· 10 (9.9 to 15.6)	
**Tumor invasion**					
T1 + T2	·	2 (40.0)		·	32 (42.1)
T3 + T4	·	3 (60.0)		·	44 (57.9)
**Lymph node metastasis**					
Negative	·	·		·	11 (14.5)
Positive	·	5 (100.0)		·	65 (85.5)
**Distant metastasis**					
Negative	·	5 (100.0)		·	32 (42.1)
Positive	·	·		·	44 (57.9)
**Treatment modality**					
CCRT	·	4 (80.0)		·	30 (39.5)
Chemotherapy	·	1 (20.0)		·	46 (60.5)
**Surgery**					
Yes	·	·		·	·
No	·	5 (100.0)		·	76 (100.0)

Abbreviations: SCLC, small cell lung cancer; OS, overall survival; CCRT, concurrent chemoradiotherapy Data represent mean (± SD) unless otherwise stated

### Exosome isolation

Isolation of exosomes from serum samples were performed as previously described method [16]. Briefly, thawed serum samples were centrifuged at 10,000 × *g* for 30 min at 4 °C to completely eliminate cellular debris. Thereafter, the supernatant was centrifuged at 100,000 × *g* for 70 min at 4 °C. The pellets were washed with phosphate-buffered saline (PBS), ultracentrifuged, and re-suspended in PBS. Subsequently, isolated exosomes were quantified using a standard protein assay (Bio-Rad Laboratories, Hercules, CA) and stored at − 80 °C until needed.

### Negative staining electron microscopy

The extracted exosomes were fixed in 2% (vol/vol) paraformaldehyde for 5 min at room temperature. After fixation, 10 µg of exosome suspension was applied to formvar/carbon-coated grids (200 mesh) for 3 min and stained with 2% uranyl acetate. Following the removal of excess uranyl acetate with filter paper, the grid was observed with a transmission electron microscope (TEM, Hitachi H7600, Japan) at 80 kV.

### Nanoparticle tracking analysis

Particle concentration and size of serum-derived exosomes were analyzed using NanoSight NS300 system (Malvern Instruments Ltd, Malvern, UK), which enables the tracking of Brownian motion of nanoparticles in a liquid suspension on a particle-by-particle basis. Briefly, the samples were diluted 100–500-fold in PBS to reduce the number of visible particles to less than 100 per frame, and readings were taken 3 times over a 60 s at 10 frames per second at room temperature. Thereafter, data were analyzed using a nanoparticle tracking analysis software (NTA version 2.3 build 0017).

### Western blot analysis

Total proteins from exosomes were prepared in EBC lysis buffer (50-mM Tris–HCl [pH 8.0], 120-mM NaCl, 1% Triton X-100, 1-mM EDTA, 1-mM EGTA, 0.3-mM phenylmethylsulfonylfluoride, 0.2-mM sodium orthovanadate, 0.5% NP-40, and 5-U/mL aprotinin) and quantified using the Bradford method. Approximately 20 mg of protein was separated by SDS-PAGE and transferred to PVDF membrane (Invitrogen, Carlsbad, CA) for western blot analysis. Membranes were probed using antibodies against TSG101 (ab125011, 1:1000, Abcam, Cambridge, UK), HSP90 (BD610418, 1:2000, BD Biosciences), CD63 (sc-5275, 1:1000, Santa Cruz Biotechnology, Santa Cruz, CA), CD81 (sc-7637, 1:1000, Santa Cruz Biotechnology) as the primary antibody. Subsequently, the membranes were treated with a horseradish peroxidase-conjugated secondary antibody. All signals were developed using an enhanced chemiluminescence system (Thermo Scientific, Rockford, IL).

### MicroRNA microarray

Serum-derived exosomal RNA containing miRNAs from 5 patients with SCLC and 5 controls with lung nodules was extracted using the miRNeasy mini kit (Qiagen, Hilden, Germany) in accordance with the manufacturer’s instructions. The quality of RNA was assessed using Agilent 2100 bioanalyzer with the RNA 6000 Pico Chip (Agilent Technologies, Amstelveen, The Netherlands), and RNA quantification was performed applying a NanoDrop 2000 spectrophotometer system (Thermo Fisher Scientific, Waltham, MA, USA). The exosome miRNA expression profiles were established using the Affymetrix GeneChip® miRNA 4.0 Array (Affymetrix, Santa Clara, CA) based on miRBase v.20 (http://www.mirbase.org). Subsequently, miRNA microarray was prepared, hybridized, and scanned by a local authorized Illumina array service provider (Macrogen, Seoul, South Korea). All procedures were performed in accordance with the manufacturer’s recommendations. To analyze the differentially expressed miRNAs, quantile normalization was performed to standardize the data throughout the samples.

### Quantitative real time reverse transcription-polymerase chain reaction (qRT-PCR)

The qRT-PCR for the identification of serum-derived exosomal miRNAs was performed as previously described [18]. Total RNA extracted for quantification of mature miRNAs was polyadenylated with a poly (A) tailing kit (Ambion, Austin, TX) and poly (T) adaptor prior to reverse transcription. Quantitative real-time RT-PCR analysis was performed applying ABI 7900 real-time PCR System using the SYBR Green Master Mix (Applied Biosystems, Foster City, CA) with the miRNAs primer set according to the manufacturer’s protocol. Notably, let-7a-5p was used as a loading control. The primers used are listed in Supplementary Table 1.

### Bioinformatics analysis

Overlay analysis was performed using Vesiclepedia (http://microvesicles.org/) and ExoCarta (http://exocarta.org/) exosomal miRNA databases to compare the miRNA array data sets obtained [28, 29]. Briefly, these databases provide an overview of miRNAs identified in EVs, including exosomes of various sample types. TargetScan8.0 (http://www.targetscan.org/), miRDB (http://www.mirdb.org/) and miRWalk target prediction (http://www.mirwalk.umm.uni-heidelberg.de/) algorithms were used to predict the target genes of these prognostic exosomal miRNAs. The miRNA‑target gene interaction networks were visualized using Cytoscape v3.4.0. Functional enrichment of these target genes was performed using the Kyoto Gene and Genome Encyclopedia (KEGG), Gene Ontology (GO) and Disease Ontology (DO) databases.

### Cell culture and transfection

The human bronchial epithelial cell line BEAS2B were cultured in RPMI1640 medium, supplemented with 10% fetal bovine serum (FBS), 100-U/mL penicillin and 100-mg/mL streptomycin (Invitrogen, Carlsbad, CA, USA) at 37 °C, 95% humidified air, and 5% CO2. The miR-3124-5p mimic (MC17992), miR-200b-3p mimic (MC10492), miR-92b inhibitor (MH12985), scrambled miRNA controls were chemically synthesized by Applied Biosystems (Applied Biosystems, Foster City, CA, USA). When BEAS2B cells reached 60% confluence, each miRNA mimic and inhibitor or scrambled miRNA controls (final concentration of 50 nM) were transfected using Lipofectamine 2000 according to the manufacturer’s instructions (Invitrogen). Cells were incubated at 37 °C in a CO2 incubator for 48 h before RNA extraction.

### Prediction models

Tidymodels (v0.1.4) [30], a collection of R packages for modeling and machine learning, were employed to predict the k-nearest neighbors models. The expression of 7 miRNAs (predictors) and diagnosis result (outcome) of 126 biopsy samples (normal = 50, SCLC = 76) were used to develop the model. The samples were randomly selected and separated into training (94) and validation (32) set. All possible combinations of predictors with number of neighbors 3, 5, 7 were examined. The developed model was validated by diagnostic ability assessed via receiver operating characteristic (ROC) and area under the curve (AUC) calculation. Statistical significance of AUC was accessed using a method suggested by Mason and Graham [31]. To predict risk score, a Cox proportional hazards regression model was developed using a package for survival analysis in R; survival (v 3.3-1) [32]. After fitting the model with expression of 3 miRNAs (miR-3124-5p, miR-92b-5p, and miR-200b-3p) in biopsy and survival information of 76 patients with SCLC, the risk score of each patient was calculated. The median of the risk scores (505.3) was used as a criterion to determine whether the patient belongs to low- or high-risk group. All analysis and visualization were performed under the R (v4.1.2) and R studio environment v2022.07.1 + 554 for Windows).

### Library preparation and mRNA-sequencing

Libraries were prepared from total RNA using the NEBNext Ultra II Directional RNA-Seq Kit (NEW ENGLAND BioLabs, Inc., UK). The isolation of mRNA was performed using the Poly(A) RNA Selection Kit (LEXOGEN, Inc., Austria). The isolated mRNAs were used for the cDNA synthesis and shearing, following manufacture’s instruction. Indexing was performed using the Illumina indexes 1–12. The enrichment step was carried out using of PCR. Subsequently, libraries were checked using the TapeStation HS D1000 Screen Tape (Agilent Technologies, Amstelveen, The Netherlands) to evaluate the mean fragment size. Quantification was performed using the library quantification kit using a StepOne Real-Time PCR System (Life Technologies, Inc., USA). High-throughput sequencing was performed as paired-end 100 sequencing using NovaSeq 6000 (Illumina, Inc., USA).

A quality control of raw sequencing data was performed using FastQC [33]. Adapter and low quality reads (< Q20) were removed using FASTX_Trimmer and BBMap [34, 35]. Then the trimmed reads were mapped to the reference genome using TopHat [36]. The RC (Read Count) data were processed based on FPKM + Geometric normalization method using EdgeR within R [37]. FPKM (Fragments Per kb per Million reads) values were estimated using Cufflinks [38].

### Statistical analysis

Categorical variables were analyzed using the Pearson’s chi-square test or Fisher’s exact test. Continuous variables were analyzed using a student’s t-test or analysis of variance. Overall survival curves were plotted using the Kaplan–Meier method and were compared using a log-rank test. All tests of significance were two-sided, and the differences between groups were considered to be significant when the *p*-value was < 0.05. All statistical analyses were performed using GraphPad Prism version 8.0 (GraphPad Software Inc. CA, USA).

## Results

### Characteristic similarity of non-cancerous nodules and exosomes in patients with SCLC

To investigate the feasibility of diagnosis and prognosis through SCLC-specific exosomal miRNA, clinical specimen recruitment was conducted. The sample collection was designed as an “Analytic set” for exosomal miRNA array analysis and a “Test set” for validation. The “Analytic set” consisted of serum from 5 non-cancerous lung nodules (control) and 5 samples from patients with SCLC for exosomal miRNA array analysis. The “Test set” consisted of 50 healthy individuals and 76 SCLC serum (28 LD-SCLC, 48 ED-SCLC) used to validate analyzed miRNA expression and establish a diagnostic model (Table 1). Exosomes exhibited the characteristics of typical exosomes with a distinctive round cup-shaped morphology through negative staining TEM images (Fig. 1A) [39]. According to NanoSight analysis, the mode size of the collected particles was observed to be 100–120 nm in diameter (Fig. 1B). Most of the particles exhibiting a heterogeneous size range between 50 and 500 nm in diameter were within the normal range of the exosome size (30–200 nm in diameter) (Fig. 1C) [40, 41]. Additionally, there were no significant differences in the quantitative and ratiometric comparisons by exosome size between the control and SCLC groups (Fig. 1D-E). In addition, the expression of exosomal markers TSG101, HSP90, CD63 and CD81 in individual patient specimens were confirmed by western blot (Fig. 1E). Overall, these results show that there was no significant difference in morphological, size variation, and amount between the control and SCLC exosome.

**Fig. 1:**
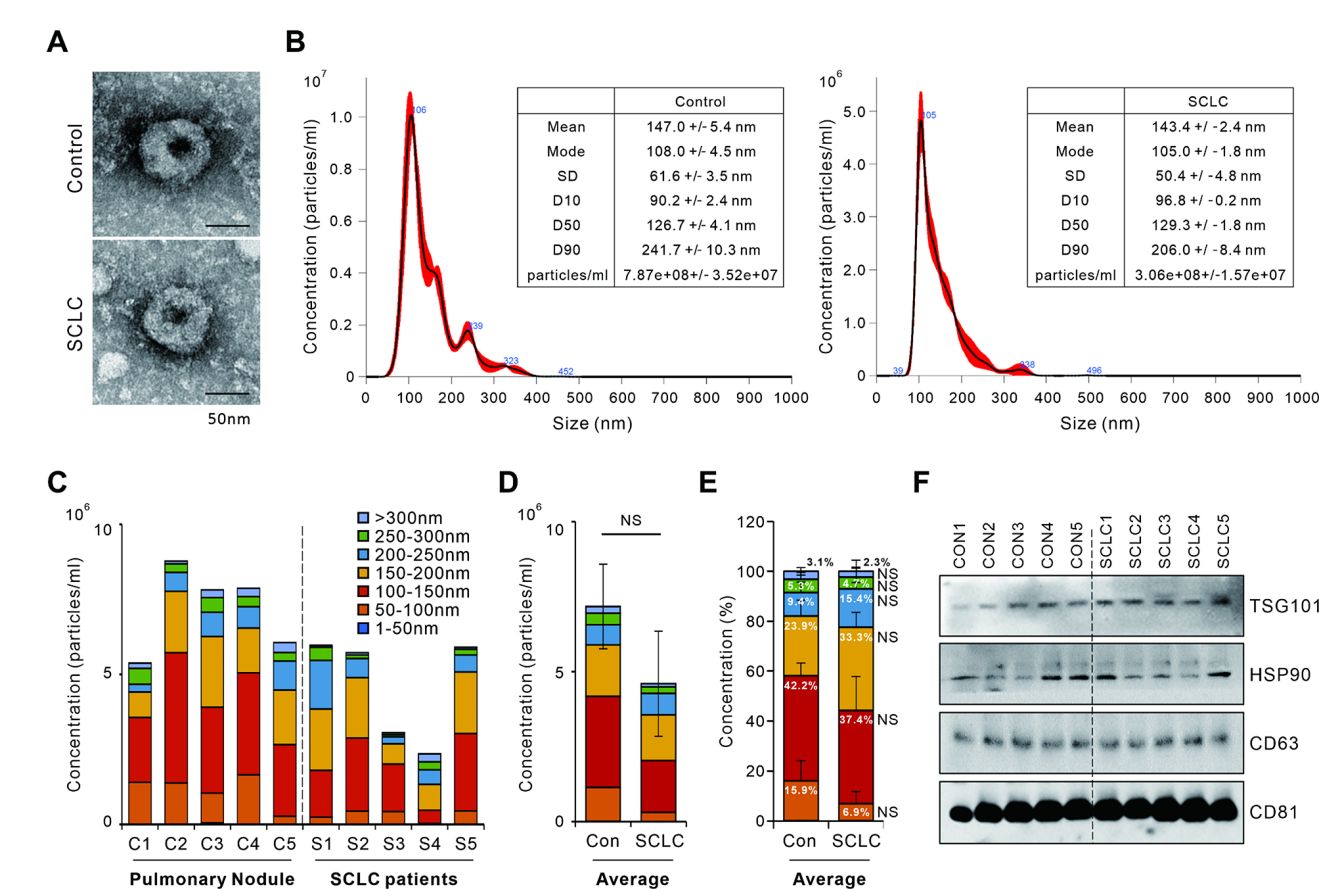
Characterization of serum-derived exosomes from patients with small cell lung cancer (SCLC) and non-cancerous lung nodule. Serum-derived exosomes were isolated via ultracentrifugation as described in the methods. (**A**) Representative transmission electron microscopy images of serum-derived exosomes. (**B**–**D**) Size distribution and concentration of the isolated particles determined by nanoparticle tracking analysis (NTA). (**E**) Stacked bar graph showing percentage by exosome size. (**F**) Western blot analysis of serum-derived exosomal proteins to verify the expression of exosome biomarkers. Data are mean ± SDs; n = 5 per group

### Significant differences in exosomal miRNA profiling between non-cancerous nodules and patients with SCLC

Total RNA isolated from exosomes was analyzed using an Agilent bioanalyzer small RNA chip. Most of the exosomal RNA sizes were less than 200 nt (Figure S1). This indicates that exosomes are rich in short RNAs, including miRNAs. Through miRNA arrays, we screened exosomal miRNAs that were distinct between non-cancerous lung nodules (control) and of patients with SCLC. In the principal component analysis of standardized gene expression data, the clustered control group exhibited low sample-to-sample variability, as expected of disease-free specimens. In contrast, the SCLC group showed sporadic distribution, indicating the degree of genetic diversity, compared to the control group (Fig. 2A).

**Fig. 2:**
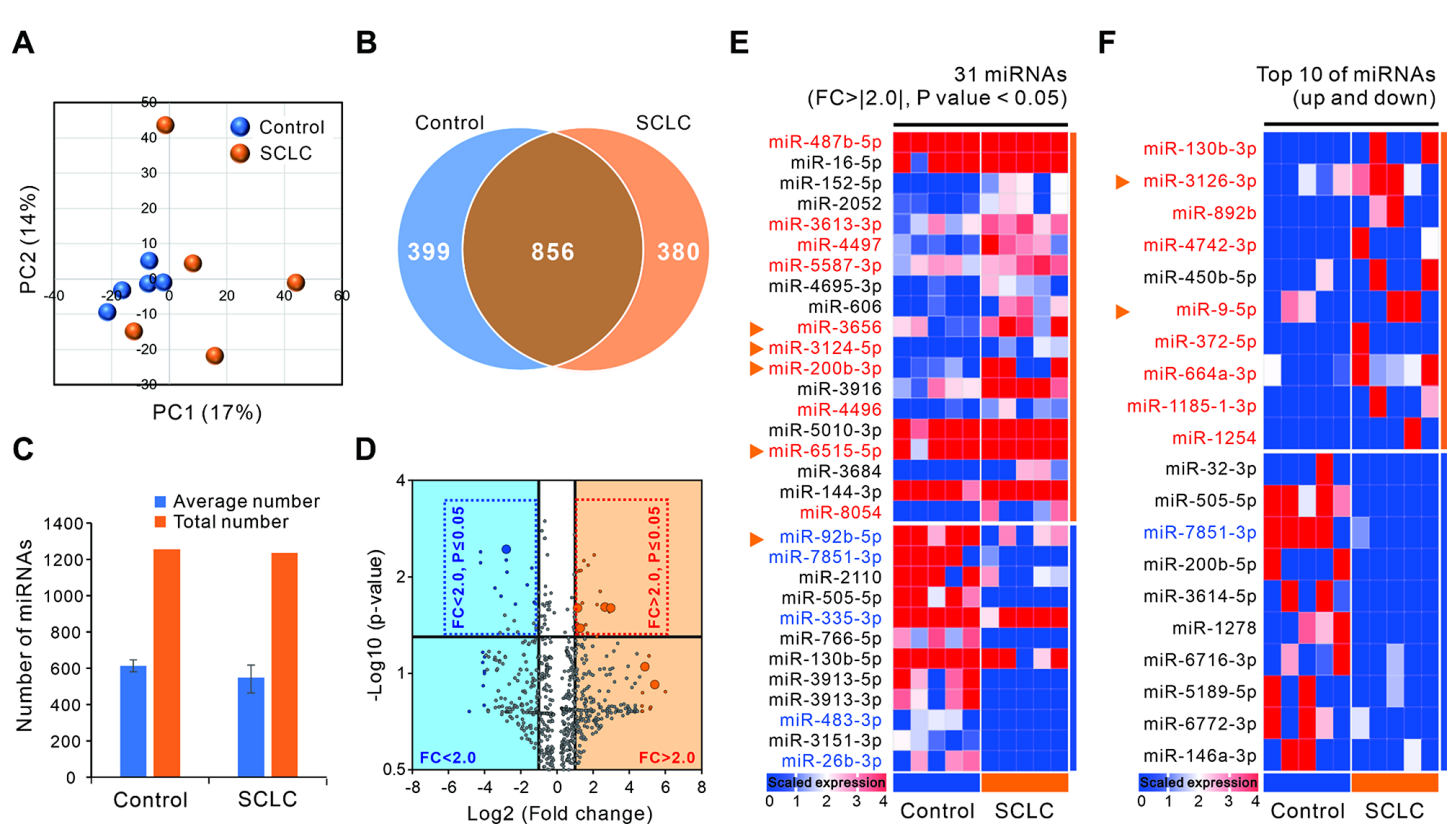
Identification of exosomal microRNA (miRNA) expression profiles in patients with SCLC. The miRNA array was performed using serum-derived exosomes from non-cancerous lung nodules (control) and patients with SCLC (n = 5 per group). (**A**) Principal component analysis (PCA) plot of merged miRNA array data sets. (**B**) Venn diagrams show the number of all miRNAs differentially expressed between groups. (**C**) The average or total number of miRNAs identified through the miRNA array. (**D**) Volcano plots showing the distribution of 2-fold up- and down-regulated miRNAs. The seven exosomal miRNAs validated in the large cohort are shown as colored dots (blue: FC < 2.0, orange: FC > 2.0). (**E**) Heatmap analysis showing 31 exosomal miRNAs reveals significantly more than 2-fold up- and down-regulation (*p* < 0.05). (**F**) Ten exosomal miRNAs with the highest or lowest expression, respectively in patients with SCLC and non-cancerous lung nodules (controls). The 25 miRNAs validated in the “Analytic set” are shown in red and blue (red: upregulated, blue: downregulated), and the seven miRNAs validated in the “Test set” are indicated by orange arrows

Through the miRNA array results, we identified 1255 miRNAs in the control, 1236 miRNAs in SCLC, and 856 miRNAs commonly expressed among them (Fig. 2B). Altogether, approximately 1200 miRNAs were detected in the exosomes of each group and an average of approximately 600 miRNAs were expressed in each patient, with no significant difference in the number of miRNAs between the two groups (Fig. 2C). We identified several cross-referenced miRNAs in publicly available Exosome databases (Vesiclepedia and ExoCarta). As a result, over 90% of miRNAs in our microarray data were previously presented with extracellular functions, and we identified 135 novel exosomal miRNAs that were not reported to be present in exosomes (Figure S2). Volcanic plots identified various miRNAs differentially expressed in serum-derived exosomes of SCLC compared to control (Fig. 2D). The heatmap revealed 31 exosomal miRNAs with at least 2-fold significant (FC > |2.0| and *p*-value < 0.05) expression differences, with 19 miRNAs up-regulated and 12 miRNAs down-regulated in the SCLC compared to control (Fig. 2E). In addition, each of the 10 miRNAs (total of 20 miRNAs) with the greatest increase or decrease according to the expression rate regardless of the *p* value were plotted (Fig. 2F). Through this process, we selected serum-derived exosomal miRNAs specific for SCLC patients that are distinct from the control.

### Validation of exosomal miRNA profiles in a large cohort

We obtained 51 candidate exosomal miRNAs from miRNA array analysis performed on the “Analytic set” and selected 25 miRNAs validated via qRT-PCR analysis using the same RNA samples (Figure S3). For validation of selected 25 miRNAs, we performed qRT-PCR in a larger cohort of “Test set” (50 healthy individuals and 76 SCLC patient serum derived exosomes). Prior to analysis, we confirmed the expression of let-7a-5p, RNU6B and RNU48 selected based on literature in a randomized cohort of 50 serum samples for selection of housekeeping miRNAs. As a result of the test, let-7a-5p showed the most equivalent concentration in the normal and SCLC exosome groups, which was consistent with the previous results (Figure S4) [17, 18]. As a result of qRT-PCR in the “Test set,“ we found 7 miRNAs with significantly different expression between the normal and SCLC among the 25 exosomal miRNAs. Six miRNAs (miR-3656, miR-3124-5p, miR-200b-3p, miR-6515, miR-3126-3p and miR-9-5p) were up-regulated, and one miRNA (miR-92b-5p) was down-regulated in SCLC exosome compared to the normal exosome. In addition, four miRNAs (miR-3124-5p, miR-6515, miR-9-5p and miR-92b-5p) showed significant differences in both patients with LD and ED, and the remaining 3-miRNAs (miR-3656, miR-200b-3p and miR-3126-3p) showed a significant difference only in patients with ED alone (Fig. 3A-G). All seven identified exosome miRNAs did not affect the survival rate of SCLC (Figure S5). Additionally, we analyzed exosomes from the sera of 50 healthy participants (28 non-smokers, 11 ex-smokers, and 11 current smokers) to confirm the association between the seven exosomal miRNAs and smoking. No significant differences in miRNA profiles were found between the groups (Figure S6). Through this validation process, we finally selected SCLC exosomal miRNAs that were distinct from normal.

**Fig. 3:**
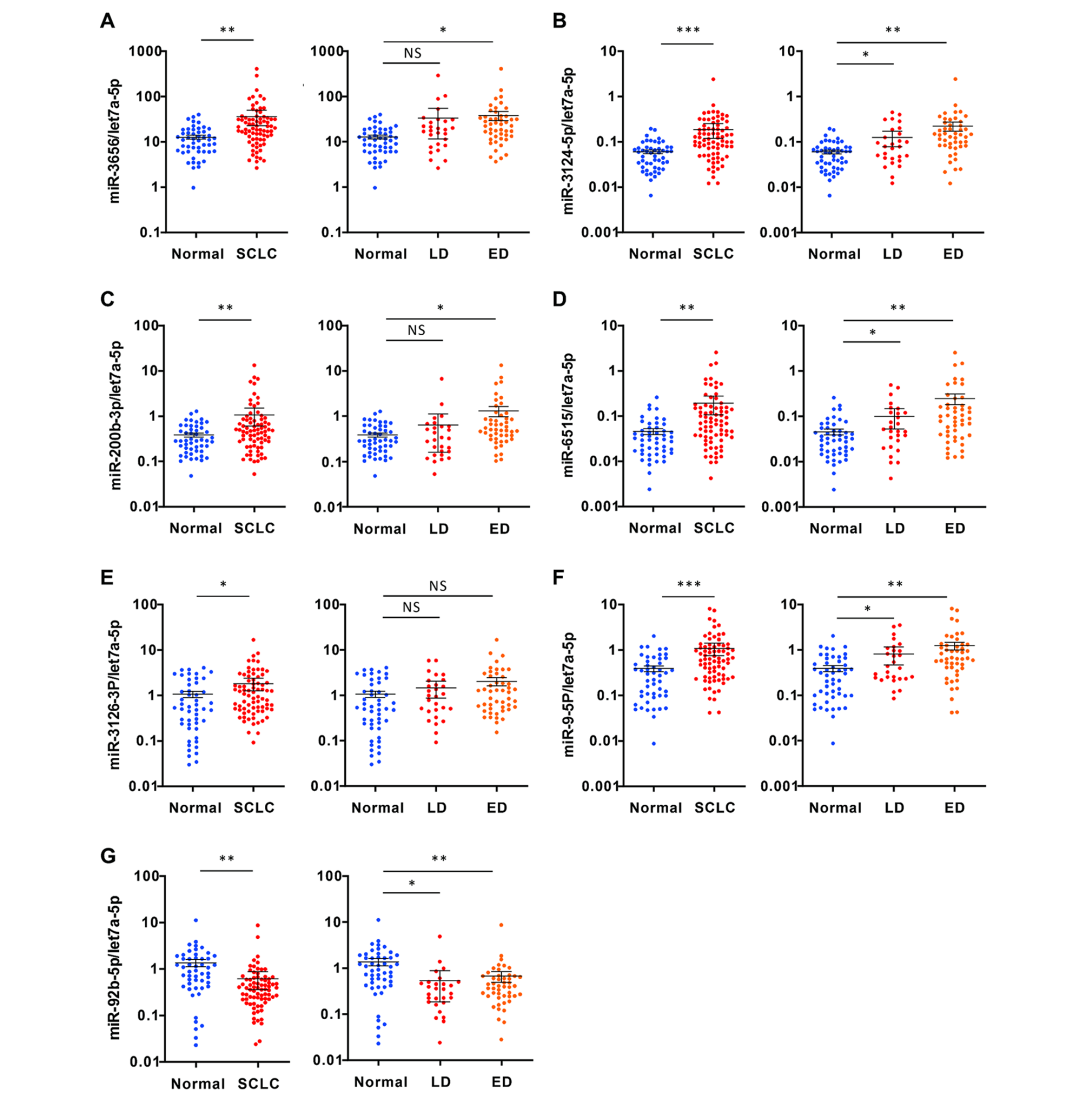
Validation of differentially expressed exosomal miRNAs. Quantitative real-time PCR was performed using serum-derived exosomes from 28 LD-small cell lung cancer (SCLC), 48 ED-SCLC, and 50 healthy participants. (**A**) Expression levels of has-miR-3656; (**B**) has-miR-2124-5p; (**C**) has-miR-200b-3p; (**D**) has-miR-6515; (**E**) has-miR-3126-3p; (**F**) has-miR-9-5p, and (**G**) has-miR92b-5p. The data were analyzed using Brown–Forsythe and Welch ANOVA with Dunnett’s T3 multiple comparison, comparing each experimental condition with the control. Let-7a-5p was used as an internal control. Data are mean ± SDs; *p < 0.05; **p < 0.005; ***p < 0.0005

### Construction of SCLC diagnostic model through exosomal miRNA combination

The ROC curve is a diagram showing the true-positive rate (TPR, sensitivity) and the false-positive rate (FPR, 1-specificity) for multiple decision-making reference points based on the results of diagnostic tests [42, 43]. We performed ROC analysis to estimate the accuracy of the SCLC diagnostic test using preselected 7 exosomal miRNAs. Logistic regression was used to determine the best combination of miRNAs to diagnose SCLC. Binary logistic regression of all combinations through 7 miRNAs was used, and ROC curves were constructed to determine the specificity and sensitivity of miRNA expression. Among all 92 combinations, the highest area under the ROC curve (AUC) values and p-values were obtained when using 3-miRNA linear combination models (miR-200b-3p, miR-3124-5p and miR-92b-5p) (Fig. 4A). As a result of evaluating 3 miRNA-combined panel (miR-200b-3p, miR-3124-5p and miR-92b-5p; AUC = 0.93, *p* < 0.0001) through ROC curve analysis, it was found that the performance of the diagnostic model was significantly improved compared to individual miR-200b-3p (AUC = 0.64, *p* = 0.3841), miR-3124-5p (AUC = 0.76, *p* = 0.0022) and miR-92b-5p (AUC = 0074, *p* = 0.0022) (Fig. 4B-I). In addition, ROC analysis was performed by dividing 76 SCLC samples into 28 LD-SCLC and 48 ED-SCLC to confirm the possibility of early diagnosis of SCLC through the three-miRNA combined panel. This panel showed a high AUC value in patients with LD and even higher values in patients with ED (AUC = 0.92, *p* < 0.001 for ED vs. AUC = 0.85, *p* < 0.001 for LD; Fig. 4J). We propose that the combination of 3-miRNAs (miR-200b-3p, miR-3124-5p and miR-92b-5p) validated by ROC analysis is the most ideal model for SCLC diagnosis.

**Fig. 4:**
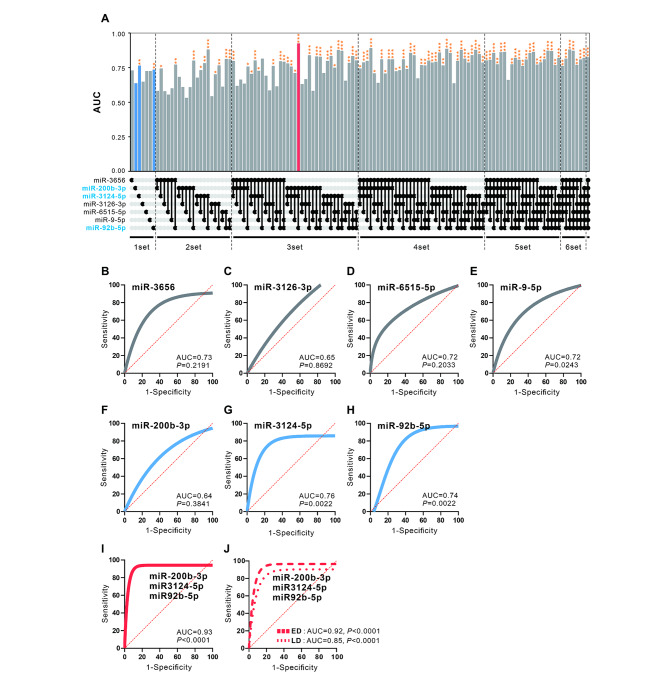
Evaluation of diagnostic efficacy by exosomal miRNA combination. Receiver operating characteristics (ROC) were performed on individual and combinatorial sets of 7 miRNAs validated in healthy individuals and patients with small cell lung cancer (SCLC). (**A**) Area under the ROC curve (AUC) in individual miRNAs and combination sets. ROC curves for classifying serum-derived exosomes were produced using each miRNA expression value for (**B**) miR-3656; (**C**) miR-200b-3p; (**D**) miR-3124-5p; (**E**) miR-3126-3p; (**F**) miR-6515-5p; (**G**) miR-9-5p, and (**H**) miR-92b-5p separately, and for (**I**) miR-200b-3p, miR-3124-5p and miR-92b-5p combined. The ROC curve for the miRNA sets were generated based on the predicted probability for each patient. *p < 0.05; **p < 0.005; ***p < 0.0005

### Prediction of SCLC prognosis through the combination of exosomal miRNAs

To present a comprehensive prognostic risk model, risk score, survival days, and miRNAs expression was constructed. Patients with SCLC were classified into the low-risk [49 patients; LD: 21 (42.86%), ED: 28 (57.14%)] and high-risk groups [27 patients; LD: 7 (25.93%), ED: 20 (74.07%)] according to the median risk score of previously acquired miRNAs (miR-200b-3p, miR-3124-5p, and miR-92b-5p) (Fig. 5A). Overall survival analysis showed that patients in the high-risk group were significantly associated with poor clinical outcomes and an increased risk of death compared to the low-risk group (Fig. 5B). These survival rate analysis contrasts with the previous results that there was no difference in survival rate according to individual miRNA expression and shows that the patient’s prognosis can be predicted through the combination of exosomal miRNAs (miR-200b-3p, miR-3124-5p, and miR-92b-5p). Additionally, miRNA target genes were derived using TargetScan8.0, miRDB and miRWalk online databases to identify functional parts of 3-miRNAs (miR-200b-3p, miR-3124-5p, miR-92b-5p). Overlapping genes from three online databases were considered as miRNA target genes, and the interaction network was visualized (Fig. 5C). Enrichment analysis of target genes was performed using DAVID v6.8. KEGG enrichment results suggested significant correlations with Ras, ErbB, neurotheophin and T cell receptor signaling pathways (Fig. 5D), and GO term enrichment analysis indicated that the target genes were significantly correlated with nervous system development, protein phosphorylation, and EGFR signaling pathways (Fig. 5E). These results suggest that this prognostic model through the combination of exosomal miRNAs can be used as a factor that can indicate the viability of SCLC.

**Fig. 5:**
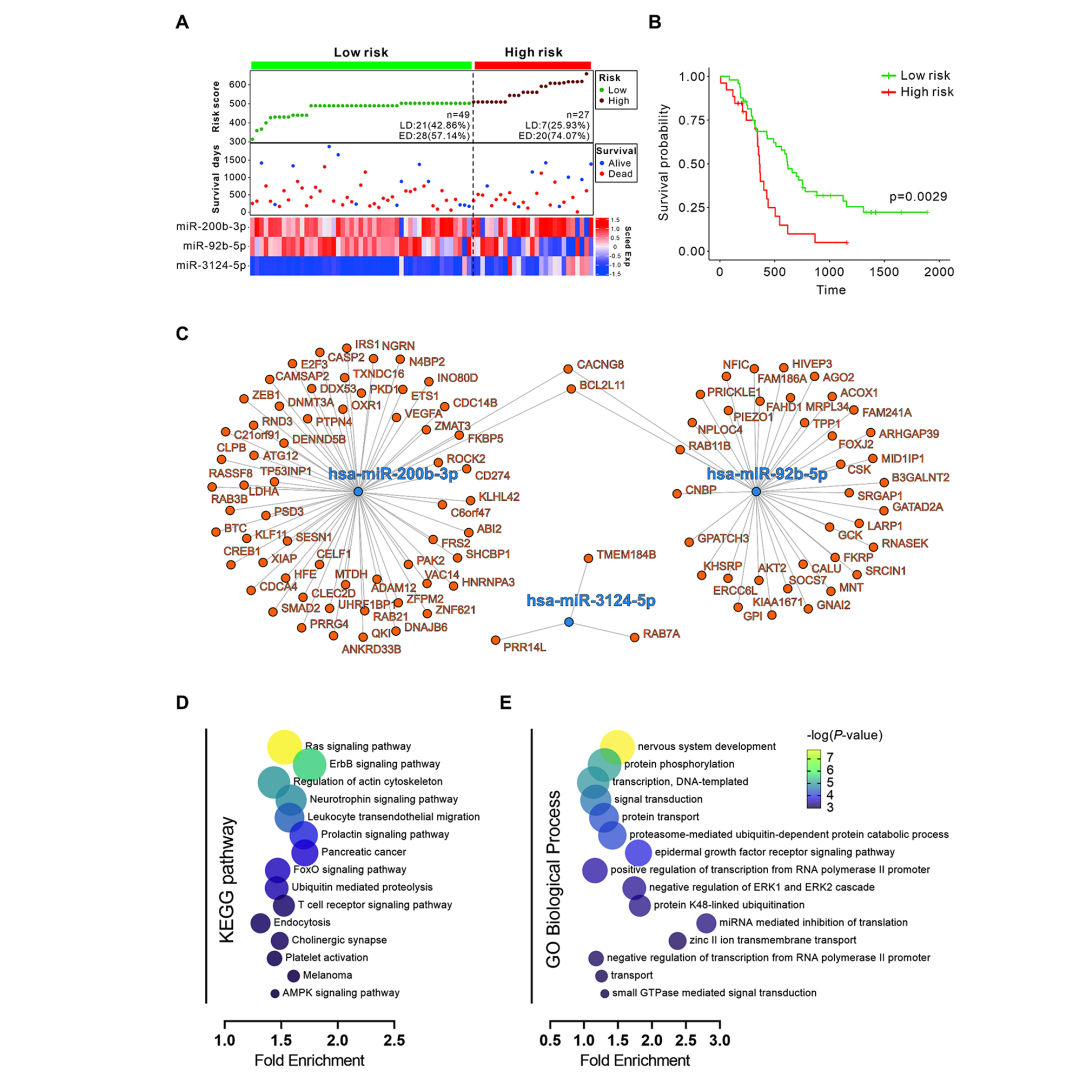
Construction of exosomal miRNA prognostic risk model in small cell lung cancer (SCLC) and functional evaluation of target genes. (**A**) Prognostic risk score model analysis with risk score, survival status distribution, and heat maps of 3 prognostic miRNAs in patients with low-risk and high-risk SCLC. (**B**) Kaplan–Meier survival curves of the low-risk and high-risk groups. (**C**) Interaction networks of the prognostic exosomal miRNAs and target genes. (**D**) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway and (**E**) Gene ontology enrichment analysis for target genes functional evaluation of exosomal miRNAs.

### Integrated analysis of miRNAs and mRNA expression profiles in pathogenesis

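BEAS2B is a human bronchial epithelial cell line. Cells received a scrambled miRNA control (miRcontrol), the miR-3124-5p mimic, the miR-200b-3p mimic or the miR-92b inhibitor at 50 nM, or the 3 together (the 3-miRNA mixed group), and RNA was taken after 48 h. The paper's text does not state how much of each miRNA the mixed group received, or whether the replicates of a group were separate transfections. The values given here come from 10 libraries, 2 for each of the 5 groups, while the heat maps of the paper show 3 columns per group. The authors removed adapters and low-quality reads, mapped the rest with TopHat and counted reads on genes. The deposited values are whole-number read counts, to which the normalization named in the methods has not been applied. The libraries held 17666345 and 16773655 counts in miRcontrol, 14518832 and 17414891 in miR3124_mimic, 13587666 and 17585455 in miR200b_mimic, 17279748 and 18146986 in miR92b_inhibitor, and 18004955 and 18503890 in the 3-miRNA mixed group. Counts of gene symbols listed more than once were summed, which left 52402 symbols. The 14884 genes that passed edgeR's filter on low counts were normalized by edgeR's RLE method, with factors from 0.985 to 1.016, and all groups were fitted together with edgeR's quasi-likelihood model. Each transfected group was compared with miRcontrol. Levels are given as normalized CPM, read counts scaled to library size.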

To confirm the functional roles of the miRNAs identified through the SCLC diagnostic model, a normal lung cell line (BEAS2B) was transfected with each miRNA (miRcontrol, miR3124_mimic, miR200b_mimic, and miR92b_inhibitor) or the 3-miRNA mixed group, followed by mRNA-sequencing. 

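The 2 libraries of each group were compared first. Across genes, which are not independent replicates, the log2 CPM of the pair had a Pearson correlation of at least 0.9968 in every group. A chi-square comparison of the raw counts gave a ratio of chi-square to degrees of freedom of 2.76 for miRcontrol, 1.78 for miR3124_mimic, 2.28 for miR200b_mimic, 2.01 for miR92b_inhibitor and 2.03 for the 3-miRNA mixed group. Counting error alone gives a ratio near 1, so the libraries of each pair differed by more than the counting error. This comparison cannot tell separate transfections from separate library preparations of one RNA. The libraries were treated as 2 samples; if they came from one RNA, the p-values given here would cover technical variation only.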

Upon performing principal component analysis, no difference was found between each replicate. 

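On the log2 CPM of the 1000 most variable genes, the median distance between libraries was 8.15 within groups and 31.4 between groups. The first and second principal components held 50.2% and 33.7% of the variance. The ratio of between-group to within-group variation was 31.1. Of the 945 ways of parting the 10 libraries into pairs, only the true grouping reached this ratio (exact permutation test, one-sided, p = 0.00106, the smallest p that the design allows). With all 14884 genes in place of the most variable ones, the ratio was 9.91 with the same p.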

A significant difference was found in the mRNA profiles between the groups (Fig. 6A). Through differentially expressed gene analysis, we identified mRNAs from individual miRNA groups and the 3-miRNA mixed group. 

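With a fold change of at least 2 and a p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1210 genes differed from miRcontrol in miR3124_mimic, 727 in miR200b_mimic, 285 in miR92b_inhibitor and 695 in the 3-miRNA mixed group. In miR3124_mimic, SRM fell from 124 ± 1.67 to 15.7 ± 1.20 CPM (SD, n = 2 libraries each), a log2 fold change of -2.97 (adjusted p = 2.24e-36). KRT19 fell by 3.40 and LOC105370363 by 2.69 on the log2 scale, and KIF5C rose by 4.02. LOC105370363 had a low level, and its log2 fold change was -2.05 without the first miR3124_mimic library and -4.25 without the second. SYT17 and SLCO2A1 had at most 3 counts in each control library and were at least 18.3-fold and 18.0-fold higher. In miR200b_mimic, CDH1 had at most 3 counts in each control library and was at least 56.9-fold higher, with 9.97 ± 1.33 CPM. CRB3 was at least 38.1-fold higher and ZBED2 at least 34.3-fold higher in the same group, against the same floor of 3 counts, while C1QL4 fell by 2.54 and TMEM59L fell by 2.60. In miR92b_inhibitor, CA9 fell by 2.11, LOC107986196 rose by 4.73, and VAV1, with at most 3 counts in each transfected library, was at least 2.90-fold lower. Without the first miRcontrol library, the bound for VAV1 was 1.76-fold and the log2 fold change of LOC107986196 was 5.38. In the 3-miRNA mixed group, SYDE1 fell from 112 ± 1.39 to 26.3 ± 1.55 CPM, a log2 fold change of -2.09 (adjusted p = 2.16e-30), NECTIN4 fell by 2.10 and LOC105370363 by 1.99. ZBED2 was at least 26.4-fold higher, LCK at least 17.0-fold higher and CRB3 at least 13.3-fold higher in that group.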

Each group was calibrated as a control, and a significance criterion (fold change cut-off of 2 and *p*-value cut-off of 0.05) was established and visualized as a volcano plot (Fig. 6B). 

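Under the unadjusted criterion, 1312 genes differed from miRcontrol in miR3124_mimic, of which 873 were higher and 439 lower. In miR200b_mimic, 849 genes passed, 445 of them higher and 404 lower. miR92b_inhibitor had 391 genes, with 185 higher and 206 lower, and the 3-miRNA mixed group had 807, with 528 higher and 279 lower. When counts were simulated with 200 changed genes, between 58 and 71 unchanged genes passed the same criterion in each comparison. The alternative that moved these counts most was a filter requiring at least 10 counts in every library, under which 131 genes passed in miR92b_inhibitor.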

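Of the 807 genes that passed in the 3-miRNA mixed group, 628 also passed in at least 1 of the individual groups and 179 in none. The mixed group shared 350 genes with miR3124_mimic, of which 346 changed in the same direction, 340 with miR200b_mimic, of which 333 did, and 145 with miR92b_inhibitor, of which 134 did. All comparisons use the same control libraries, so unchanged groups also share genes. In 20 simulations of unchanged groups, a median of 62.5 genes passed in the mixed group, and at most 18 were shared in the same direction with an individual group. So few genes passed in these simulations that neither the numbers nor the shares of shared genes can be set against those of the transfected groups. Across genes, the log2 fold changes of the mixed group had a Pearson correlation of 0.536 with those of miR3124_mimic, 0.610 with miR200b_mimic and 0.452 with miR92b_inhibitor, where unchanged groups that share their controls gave means of 0.502, 0.497 and 0.512. In a joint regression on the individual groups, the slopes were 0.342, 0.447 and 0.351, where unchanged groups gave means of 0.245, 0.236 and 0.267. Unchanged groups hold no effects, so the noise of the shared controls makes up all of their correlations and slopes. The correlations and slopes of the transfected groups therefore cannot be set against these means either. A total of 17 genes passed in all 4 comparisons.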

The number of differentially expressed genes between the groups was cross-classified and visualized as an upset plot (Fig. 6C). The list of significant genes in each group was analyzed using Pathway-related Gene Ontology (GO) analysis (Figure S7). Among these genes, those related to four major oncogenic pathways (ERBB, EGF, JAK-STAT, and Apoptosis) were visualized as heat maps and dot plots (Fig. 6D) [44, 45]. 

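The heat maps name 36 different genes, all of which passed the filter on low counts. Their levels differ widely. IL6R, on chromosome 1 of GRCh38 from 154405193 to 154469450, had 9.32 ± 0.261 CPM in miRcontrol (SD, n = 2 libraries), while HMOX1, on chromosome 22 from 35380361 to 35394214, had 27.0 ± 1.89. MMP9 had at most 3 counts in each control library and in each miR200b_mimic library, so no fold change can be given for it in that group. It was at least 11.7-fold higher in miR3124_mimic, at least 3.99-fold higher in miR92b_inhibitor and at least 7.61-fold higher in the 3-miRNA mixed group.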

The dot plots displayed the associated GOs for each gene, with GO IDs and descriptions separated by pathway (Fig. 6E). 

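Of the 36 genes in the ERBB, EGF, JAK-STAT and Apoptosis heat maps of Fig. 6D, 22 were higher than in miRcontrol in miR3124_mimic, 30 in miR200b_mimic and 30 in miR92b_inhibitor. The median log2 fold change was 0.23, 0.87 and 1.07, respectively. Without the first miRcontrol library, the median in miR3124_mimic was 0.35. Adjusted over the list alone, 24, 26 and 27 genes differed from miRcontrol (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 23, 26 and 27 when adjusted over all genes tested. The study picked these genes from the same libraries, so neither set of counts is independent evidence. The 20 genes of the Apoptosis panel had a median of 0.23 in miR3124_mimic, 0.54 in miR200b_mimic and 1.28 in miR92b_inhibitor, and the 21 genes of the other panel had medians of 0.44, 1.22 and 0.51. KIT had a log2 fold change of 2.81 in miR3124_mimic (adjusted p = 3.33e-19) and of -1.29 in miR200b_mimic (adjusted p = 0.000331). HMOX1 fell by 1.53 in miR200b_mimic and rose by 1.16 in miR92b_inhibitor. IL24 rose by 2.62 in miR92b_inhibitor, and AREG rose by 2.39 in miR200b_mimic. IL6R was higher in each of the 3 groups, by 1.75 in miR3124_mimic, 2.50 in miR200b_mimic and 0.62 in miR92b_inhibitor.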

The individual miRNA-treated groups displayed diverse gene expression patterns. However, the 3-miRNA mixed group showed increased patterns in the expression of most genes involved in the four oncogenic pathways. 

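In the 3-miRNA mixed group, 35 of the 36 genes were higher than in miRcontrol, with a median log2 fold change of 1.30. The number that differed from miRcontrol was 35 when adjusted over the list alone and 33 when adjusted over all genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The study picked the genes from these libraries, so neither count is independent evidence. The gene that was not higher was HMOX1, which had a log2 fold change of -0.76 (adjusted p = 2.68e-09). All 13 genes of the ERBB pathway, all 11 of EGF and all 9 of JAK-STAT were higher, and 19 of the 20 of Apoptosis. IL6R rose by 2.22, AREG by 2.19, IL24 by 2.49 and KIT by 0.87. IFI6 had a log2 fold change of 2.49, with 37.5 and 68.6 CPM in the 2 libraries of the mixed group. Without one of its libraries or one control library, the value for IFI6 lay between 1.99 and 2.86, and that for KIT between 0.58 and 1.22. When only genes with at least 10 counts in every library were tested, 27 of the genes remained and 26 of them were higher. Tested as a set against each individual group, the genes were higher in the mixed group in 30 of 36 cases against miR3124_mimic (adjusted p = 1.10e-05, limma's fry test with Benjamini-Hochberg adjustment over 6 tests), in 24 against miR200b_mimic (adjusted p = 3.54e-05) and in 24 against miR92b_inhibitor (adjusted p = 0.000145). These tests use the same picked genes and are not independent evidence either.

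**Figure D1:**
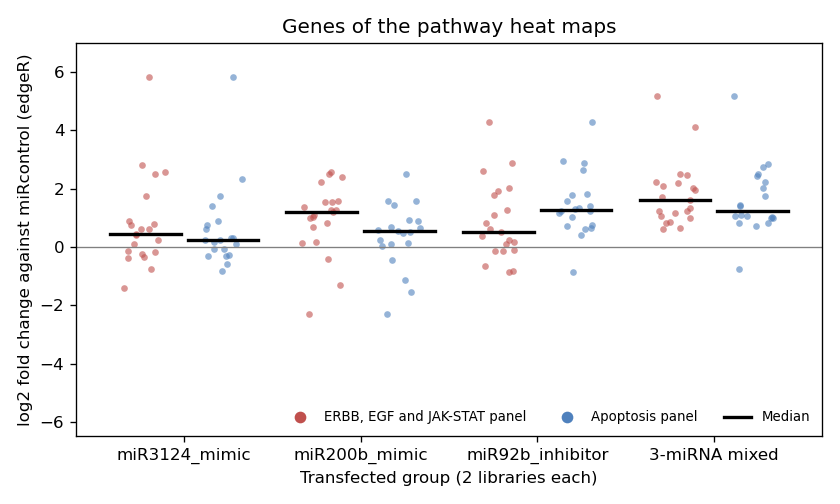
Log2 fold change against miRcontrol (vertical axis, edgeR) of each gene of the pathway heat maps in the 4 transfected groups (horizontal axis, 2 libraries each). Points are genes, coloured by panel, and bars are medians. In the 3-miRNA mixed group these were 1.60 for the ERBB, EGF and JAK-STAT panel and 1.25 for the Apoptosis panel. Fitted values of MMP9, which had at most 3 counts in each control library, are no bounds. The same holds for TSLP in miR3124_mimic and miR200b_mimic, where each transfected library had at most 3 counts.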

Upon observing significantly increased or decreased mRNA expression patterns in each group compared to the control group through the Disease Ontology (DO) database (Figure S8), lung-related diseases were predominantly observed among all diseases (Fig. 6F). Specifically, upon confirming lung cancer-related DO terms through gene set enrichment analysis (GSEA), significance was confirmed in miR200b_mimic (*p*-value = 0.01), miR92b_inhibitor (*p*-value = 0.001) and the 3-miRNA mixed group (*p*-value < 0.001). Moreover, the mixed group (enrichment score = 0.384) had the highest enrichment score (Fig. 6G). The leading-edge genes associated with lung cancer-related enrichment scores are displayed at each group’s bottom of the GSEA graph. The expression patterns of the related genes are displayed as a heat map (Figure S9). 

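Of the genes of Figure S9, 136 passed the filter on low counts, and FLT4 and MACC1 did not. Compared with miRcontrol, 110 of them were higher in miR3124_mimic, 96 in miR200b_mimic, 65 in miR92b_inhibitor and 115 in the 3-miRNA mixed group. The median log2 fold change was 0.79, 0.59, -0.03 and 0.70, respectively, and 0.78, 0.60, -0.03 and 0.67 with genes at the floor of 3 counts set to their bound. Adjusted over the list alone, 112, 106, 72 and 103 genes differed from miRcontrol, against 109, 101, 69 and 100 when adjusted over all genes tested. The study selected these genes by their change in the same libraries, so neither these counts nor the tests of the set are independent evidence. Of the 69 genes of miR92b_inhibitor, 39 were higher, and past a fold change of 2, 16 were higher and 1 was lower. As a set, the genes of Figure S9 passed limma's fry test in all 4 comparisons, each time as higher than miRcontrol. The Benjamini-Hochberg adjusted p of the fry test ran from 2.97e-06 to 0.001 over 52 tests of lists. The camera test with its preset correlation also called all 4, and with the correlation estimated from the data the calls held in miR3124_mimic, miR200b_mimic and the mixed group, at an adjusted p of 0.00687 or less, but not in miR92b_inhibitor (adjusted p = 0.0852). Without the second miR92b_inhibitor library, the median in that group was -0.000762.

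**Figure D2:**
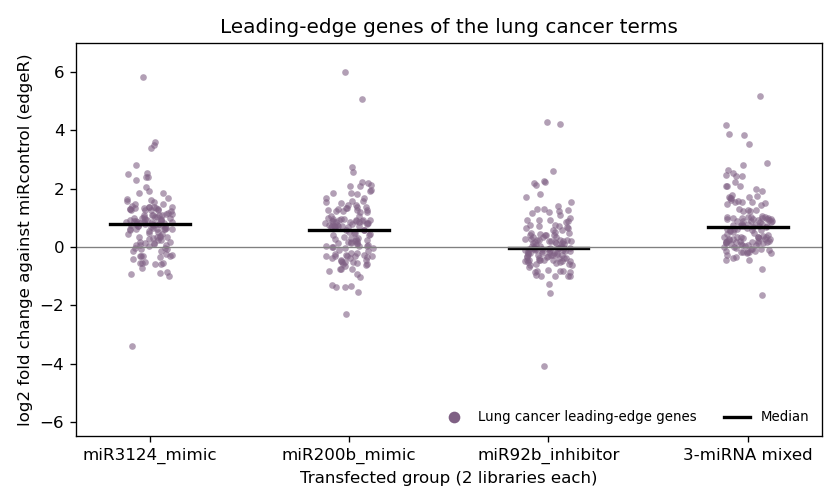
Log2 fold change against miRcontrol (vertical axis, edgeR) of the 136 tested leading-edge genes in the 4 transfected groups (horizontal axis, 2 libraries each). Points are genes and bars are medians, which lie above 0 except in miR92b_inhibitor; fitted values of genes with at most 3 counts in each library of a group are no bounds.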

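The leading-edge genes were also compared between the 3-miRNA mixed group and each individual group. They were higher in the mixed group for 72 of 136 genes against miR3124_mimic, with a median log2 difference of 0.06 (adjusted p = 0.0163, limma's fry test with Benjamini-Hochberg adjustment), for 82 against miR200b_mimic, with a median of 0.16 (adjusted p = 0.000112), and for 114 against miR92b_inhibitor, with a median of 0.53 (adjusted p = 2.13e-06). The genes were selected by their change in these libraries, so the tests are not independent evidence. The Disease Ontology gene sets were not analysed here, so the enrichment scores were not recomputed. The paper states that the 3 miRNAs are associated with lung diseases and proposes that they may promote lung tumors.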

The introduction of the 3-miRNAs was closely associated with lung diseases and may enhance lung tumor initiation and progression.

**Fig. 6:**
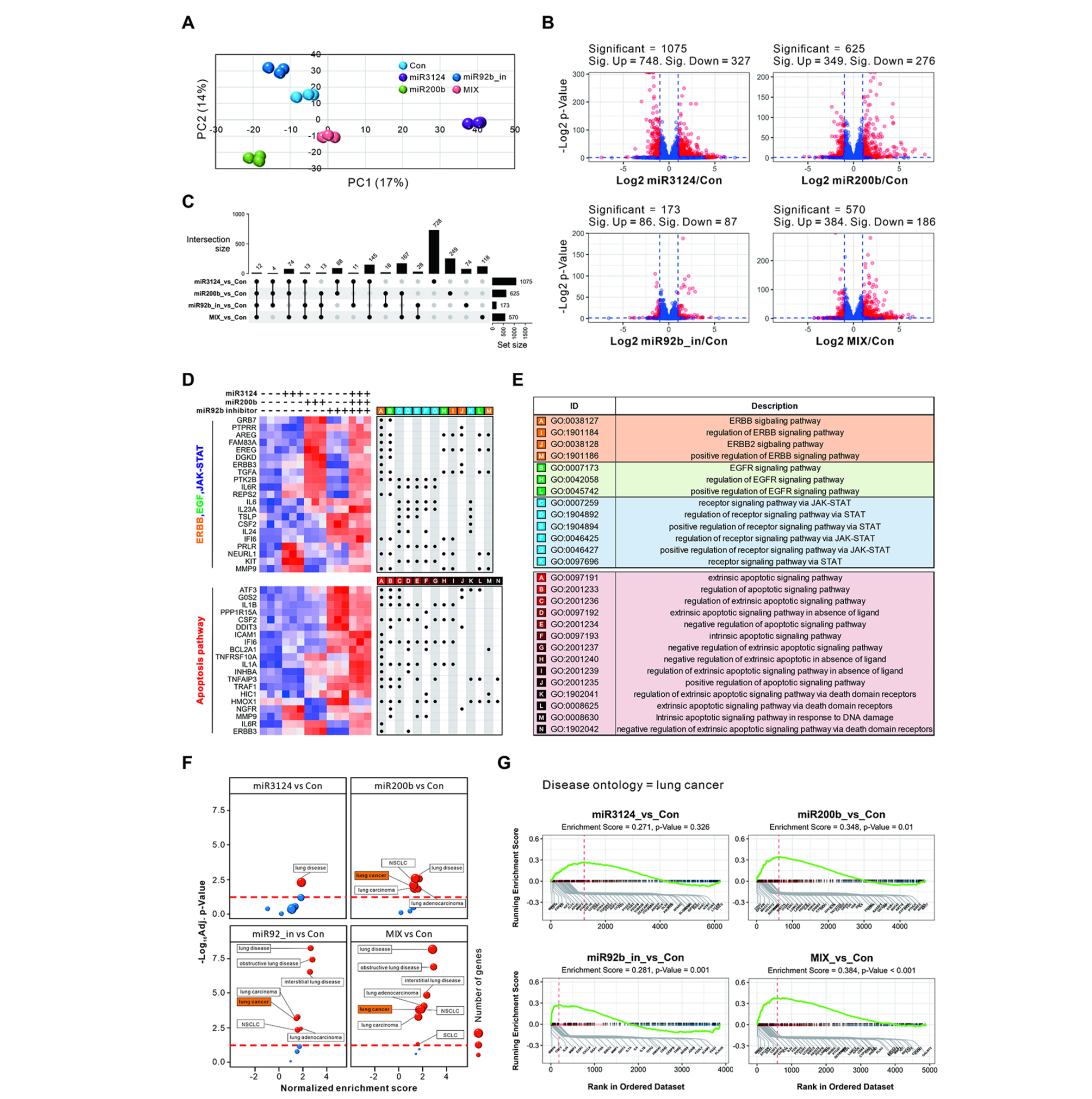
Functional characterization of integrated miRNAs in normal lung cell line. Merged mRNA-sequencing datasets were generated from a normal lung cell line (BEAS2B) transfected with individual miR3124_mimic, miR200b_mimic, and miR92b_inhibitor, or mixed sets of 3-miRNAs. (**A**) Principal component analysis (PCA) plot displaying the merged mRNA-sequencing data sets. (**B**) Volcano plots illustrating the distribution of significantly up- and down-regulated mRNAs (*p* < 0.05) by more than 2-fold. (**C**) Upset plots showing the number of all differentially expressed mRNAs between groups. (**D**) Heat map showing differentially expressed genes in ERBB, EGF, JAK-STAT, and Apoptosis pathways. The gene ontology (GO) term associated with each gene was indicated with a dot, and (**E**) the GO term for each pathway is described (ERBB [Orange: A,I,J,M], EGF [Green: B,H,L], JAK-STAT [Sky: C-G,K], and Apoptosis [Red: A-N]). (**F**) Bubble plot to visualize disease ontology (DO) terms related to lung disease. All bubbles represent gene sets. The larger the bubble, the greater the number of genes in the gene set. (**G**) DO plot based gene set enrichment analysis (GSEA) of lung cancer terms

## Discussion

Although exosomes include various nucleic acids including DNA, mRNA, miRNA and noncoding RNA, our data observed that miRNAs were enriched within exosome. These results were consistent with our previous studies in non-SCLC [17, 18]. Some studies suggested that miRNAs are not randomly selected and loaded into exosome, and exosomes are enriched in unique repertories of miRNAs, rather than a mere reflection of the compositions of their parental cells [46–49]. In addition, the miRNA profiles of exosome were specific to stimuli and cell types, reflecting the status of their parental cells [50, 51]. In based on previous studies, miRNAs within tumor cell-derived exosomes can have specific profiles because of tumor heterogeneity and microenvironment complexity such as hypoxia, acid, and various stimuli [52, 53]. Indeed, our data observed that contents of exosomal miRNA was homogenous in healthy individuals, but was heterogeneous in patients with SCLC. Although tumor-derived exosomes are difficult to specifically isolate from patient blood using the current technology, tumor diagnosis and screening are possible if the characteristics of exosomes, which reflect tumor heterogeneity and specificity, are utilized in liquid biopsy.

Our studies finally selected exosomal miR-200b-3p, miR-3124-5p, and miR-92b-5p for diagnosis of SCLC. The roles of miR-3124-5p and miR-92b-5p have not been revealed yet in oncology field. In addition, miR-200b-3p is one particular member of the miR-200 family, and their roles remained controversial. Some reports demonstrated that miR-200b-3p play their roles as tumor-suppressor gene, especially in inhibiting metastasis. They showed that miR-200b-3p can target against zinc finger E-box-binding homeobox 1/2 (ZEB1/2), microfibril-associated glycoprotein 2 (MAGP2), mothers against decapentaplegic homolog 2 (SMAD2) and high mobility group box 3 (HMGB3), thereby inhibiting tumor growth, apoptosis and cellular mobility [54–57]. However, other reports have pointed out that miR-200b-3p can exert oncogenic functions as showing the promotion of tumor progression by downregulating some tumor suppressor genes, including cassette subfamily A member 1 (ABAC1), large tumor suppressor kinase 2 (LATS2) and transcriptional intermediary factor 1 γ (TIF1γ) [58–60]. In addition, miR-200b-3p may have different functions according to the type of tumor. Although miR-200b exhibits tumor-suppressive effects in a number of tumor types, they mainly acted as an oncogene in lung cancer [58, 60, 61]. In our studies, we did not define the function of each miRNA, and it needs further studies to evaluate the function of each miRNA in SCLC.

Accumulating data has demonstrated the application of miRNAs as prognostic and diagnostic factors for various diseases, particularly through circulating or exosomal miRNAs. While many studies have suggested using single cellular miRNA, recent reports have highlighted miRNA panels consisting of combinations of miRNAs as promising biomarkers for prognosis and diagnosis. Our data showed that the specificity of SCLC diagnosis was further increased with miRNA combinations compared to individual miRNAs alone. Furthermore, our miRNA panel was found to be associated with various oncogene pathways and nervous system development, as revealed by KEGG and GO analysis. Given that SCLC is of neuroectodermal origin and expresses neuroendocrine differentiation markers, our miRNA panel may be associated with the progression and tumorigenesis of SCLC. We believe that our miRNA panel provides new insights into the mechanisms of SCLC pathogenesis.

In summary, our investigation has identified SCLC-specific exosomal miRNAs, which have been evaluated as a possible prognostic marker for SCLC. Among these miRNAs, the 3-miRNA panel (miR-200b-3p, miR-3124-5p, and miR-92b-5p) may serve as a diagnostic and prognostic marker for SCLC. To improve the diagnostic accuracy of the 3-miRNA panel, further validation in a larger cohort and a better understanding of the pathophysiologic functions of these miRNAs are required.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

RNA sequencing data for exosomal miRNA-seq (GSE232903) derived from the sera of SCLC patients generated in this study and mRNA-seq (GSE232904) derived from the BEAS2B cell line transduced with miRNAs were deposited in the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo). The remaining data are available within the article and supplementary material.

## Abbreviations

NSCLC: Non-small cell lung cancer
SCLC: Small cell lung cancer
ED: Extensive disease
LD: Limited disease
miRNA: MicroRNA
AUC: Area under the curve
ROC: Receiver operating characteristics

# Supplementary material for: Identification of exosomal microRNA panel as diagnostic and prognostic biomarker for small cell lung cancer
**Source:** Biomark Res. 2023 Sep 13;11:80. doi: 10.1186/s40364-023-00517-1
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplementary Materials**

**Identification of exosomal microRNA panel as diagnostic and prognostic biomarker for**

**small cell lung cancer**

Dong Ha Kim^1^, Hyojeong Park^2^, Yun Jung Choi^1^, Kyungtaek Im^1^, Chae Won Lee^2^, Da-Som Kim^2^, Chan-Gi Pack^3^, Hyun-Yi Kim^4^, Chang-Min Choi^5,6^, Jae Cheol Lee^6^, Wonjun Ji^5,*^, Jin Kyung Rho^3,*^

Jin Kyung Rho

**Supplementary figures**

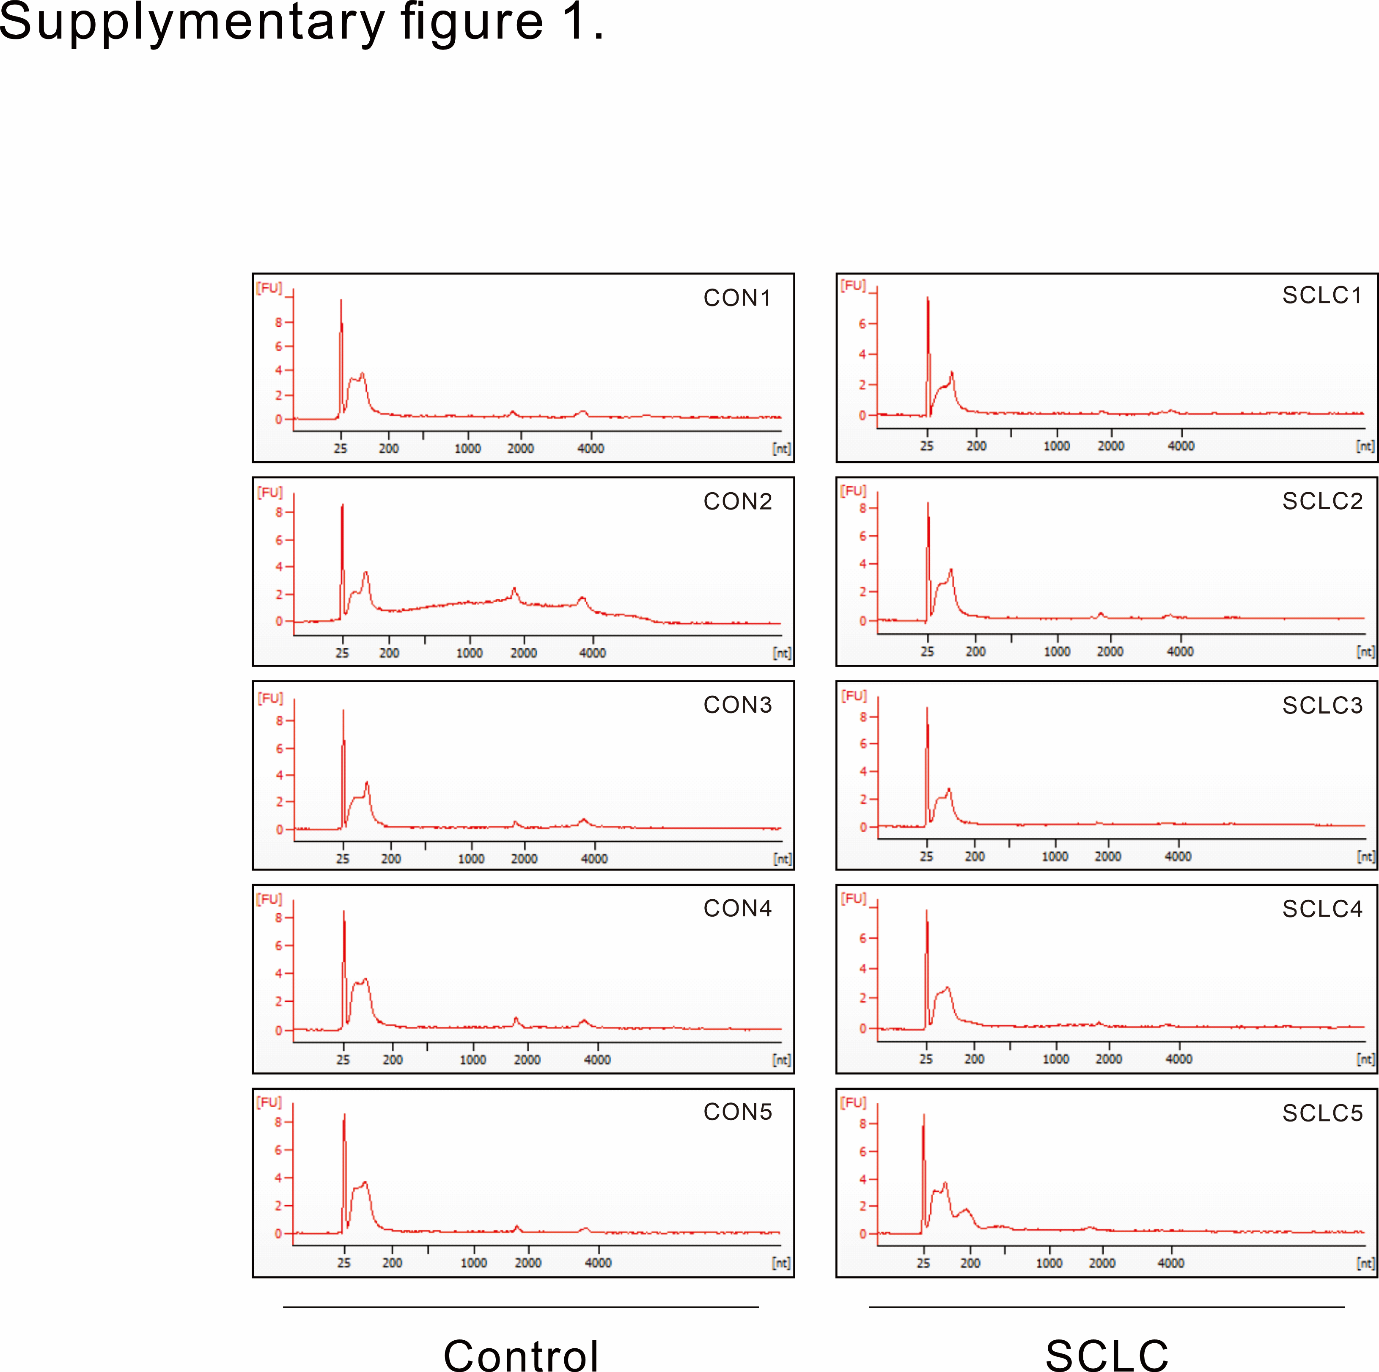

**Supplementary Figure 1.** Bioanalyzer electropherograms profiles of exosomal total RNA from non-cancerous lung nodule and patients with small cell lung cancer (SCLC).

**
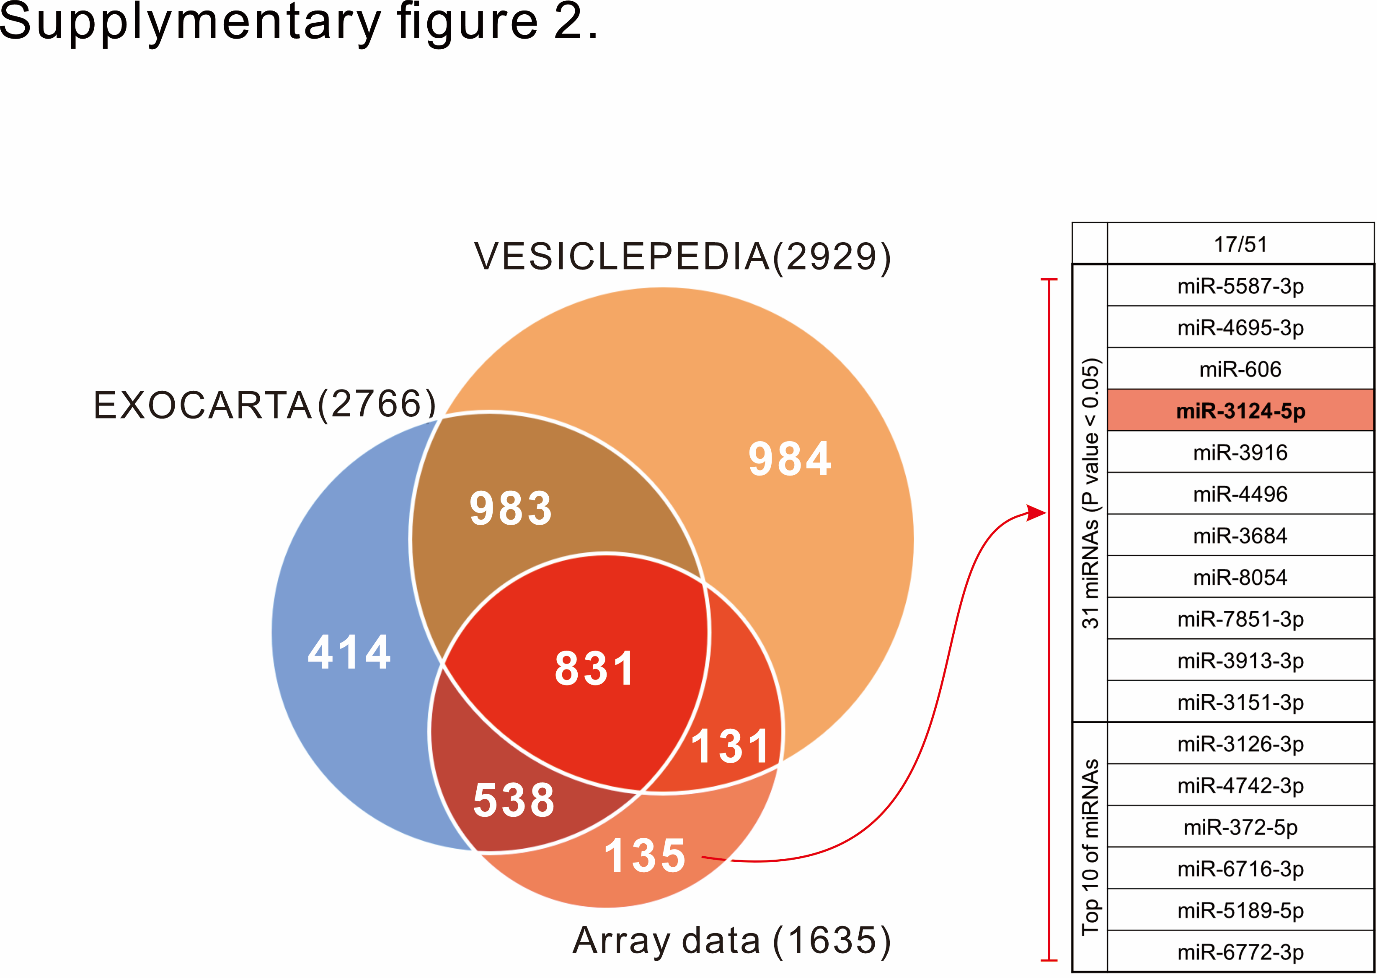
**

**Supplementary Figure 2.** Venn diagrams show the number of all miRNAs differentially expressed between Vesiclepedia and ExoCarta exosomal miRNA databases to compare our miRNA array data sets.

**
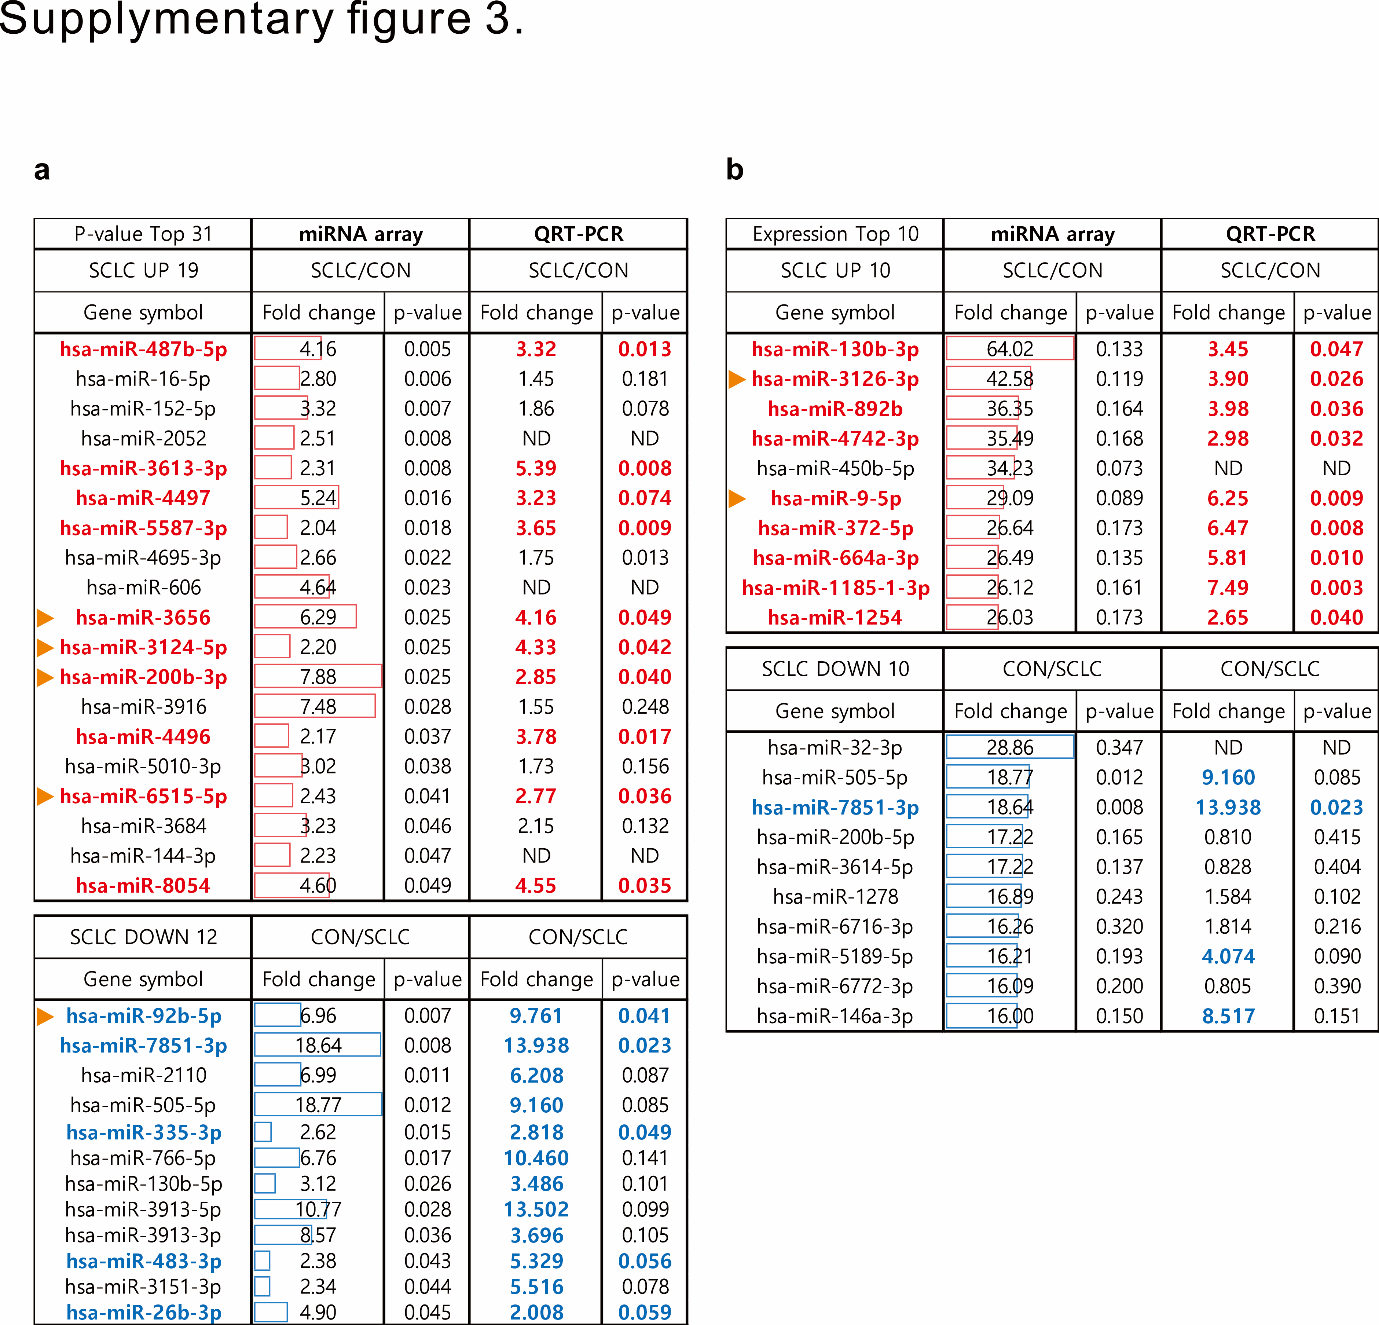
**

**Supplementary Figure 3.** Numerical results of miRNA array data and qRT-PCR results. (**a**) Significantly more than 2-fold up- and down-regulated 31 exosomal miRNAs (*p* < 0.05). (**b**) Ten exosomal miRNAs; each with the highest or lowest expression rates in patients with SCLC compared to non-cancerous lung nodules (controls). The 25 miRNAs validated in the "Analytic set" are shown in red and blue (red: upregulated, blue: downregulated), and the seven miRNAs validated in the "Test set" are indicated by orange arrows.

**
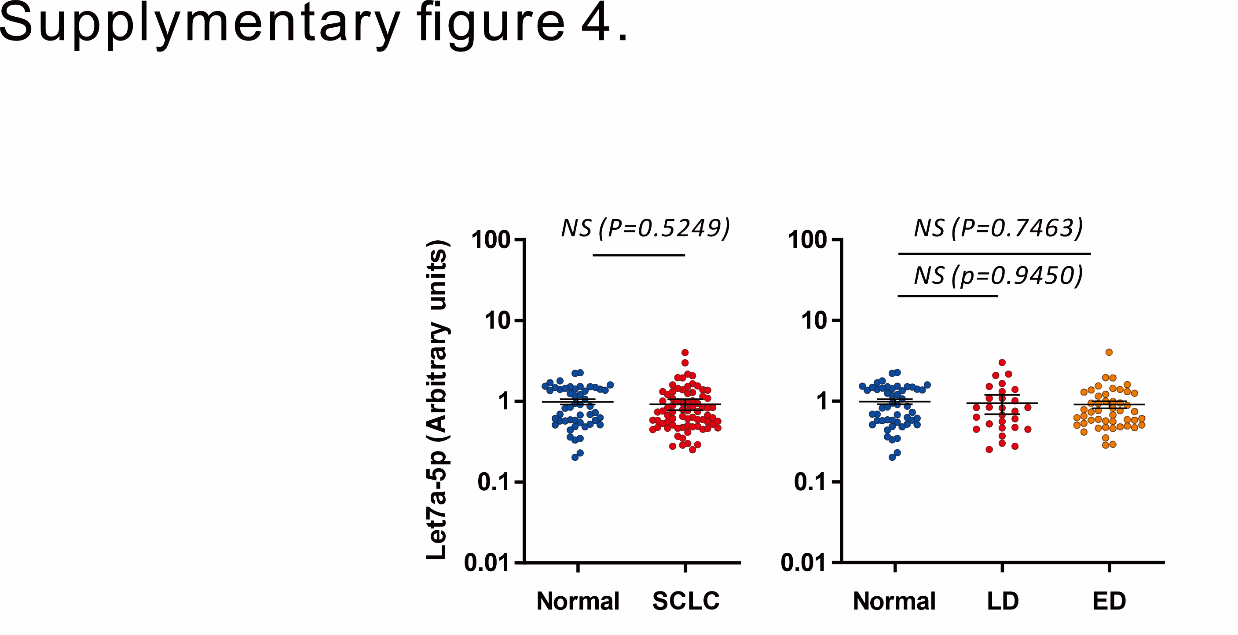
**

**Supplementary Figure 4.** Validation of the reference gene within the exosomes. Quantitative real-time PCR was performed using serum-derived exosomes from 28 limited disease (LD)-small cell lung cancer (SCLC), 48 extensive disease (ED)-SCLC, and 50 healthy participants. The expression level of exosomal internal control Let-7a-5p was assessed via real-time PCR analysis.

**
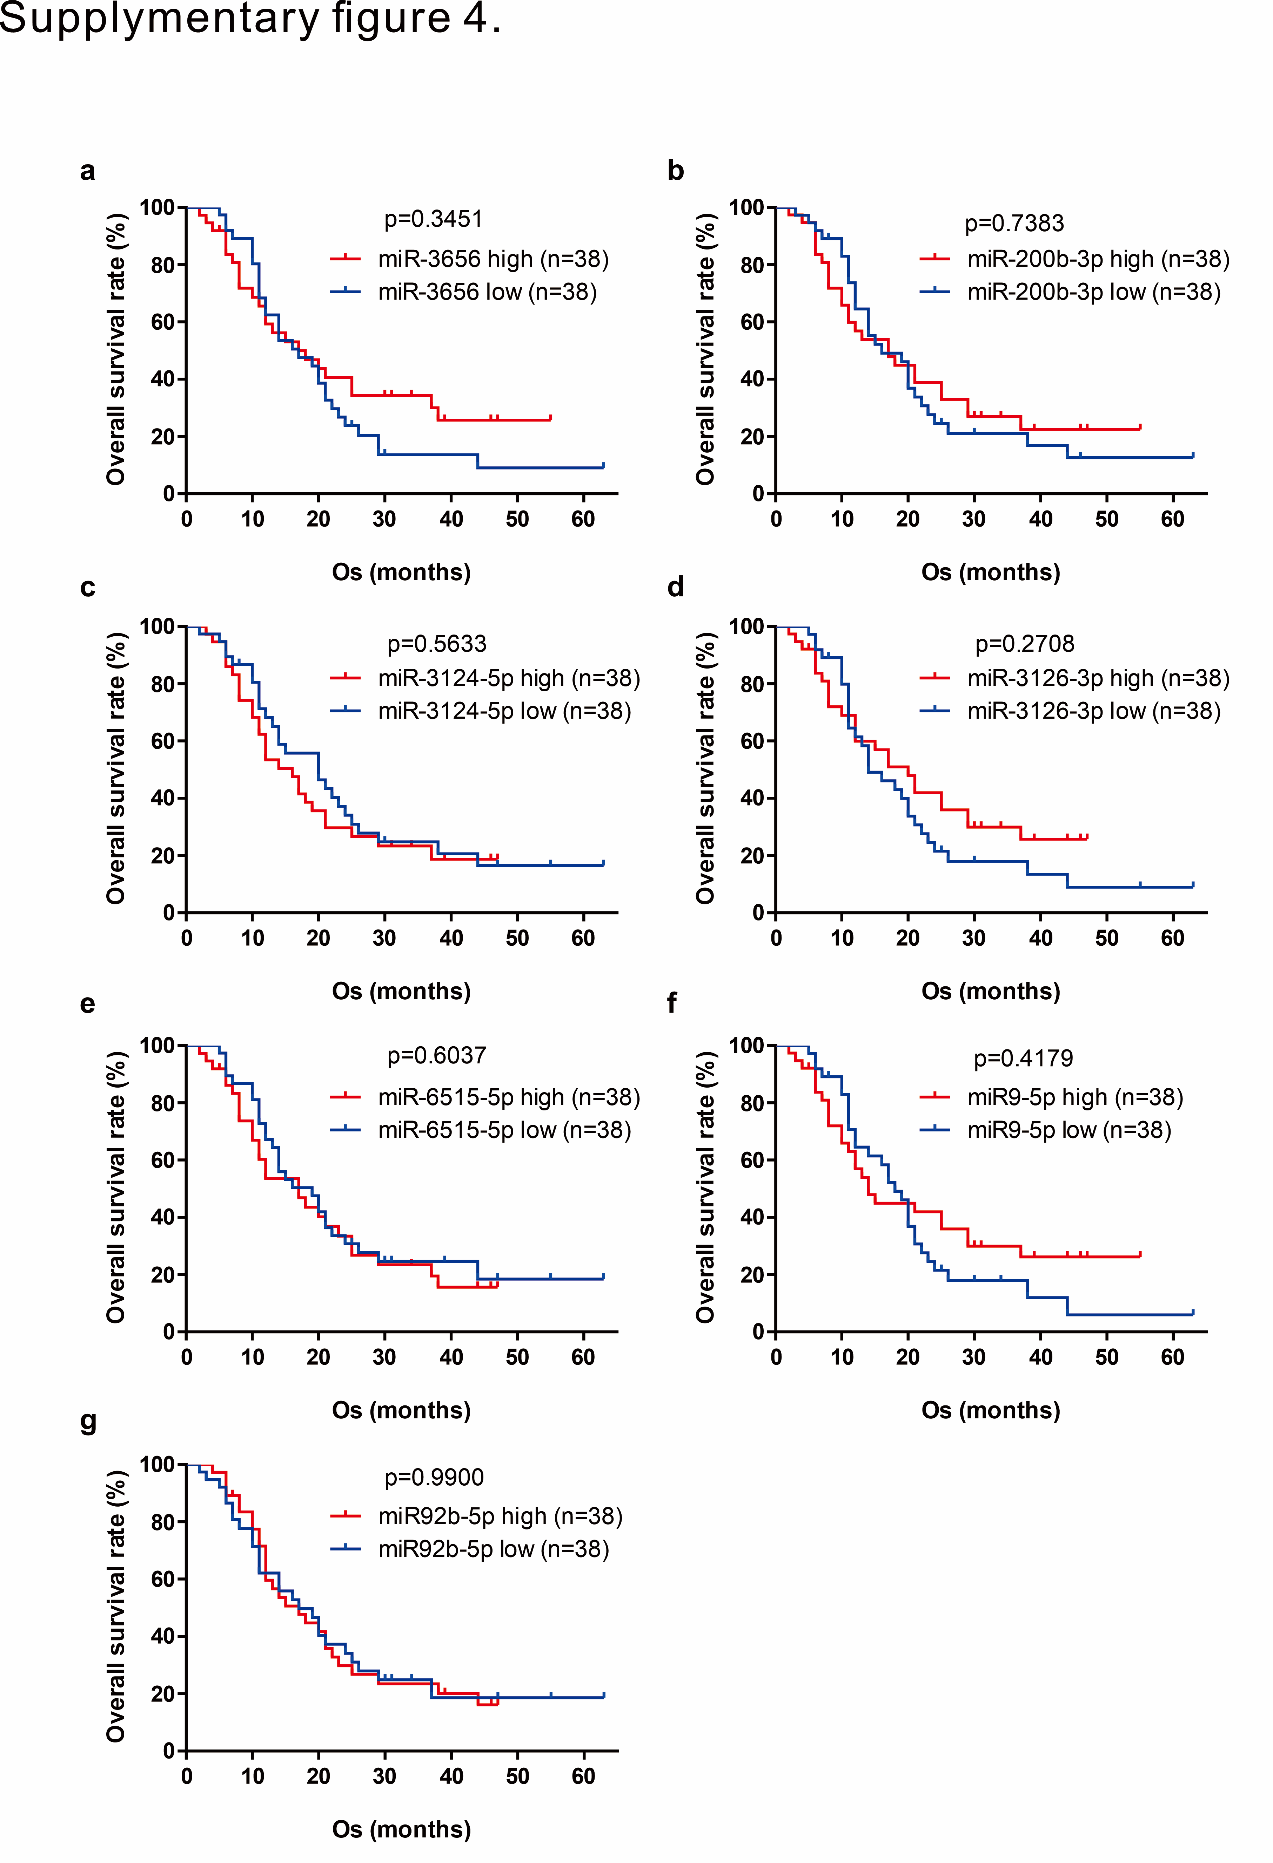
**

**Supplementary Figure 5.** Kaplan–Meier survival curve stratified by high and low (**a**) miR-3656 (**b**) miR-200b-3p; (**c**) miR-3124-5p; (**d**) miR-3126-3p; (**e**) miR-6515-5p; (**f**) miR-9-5p, and (**g**) miR-92b-5p separately exosomal miRNAs expression level.

**
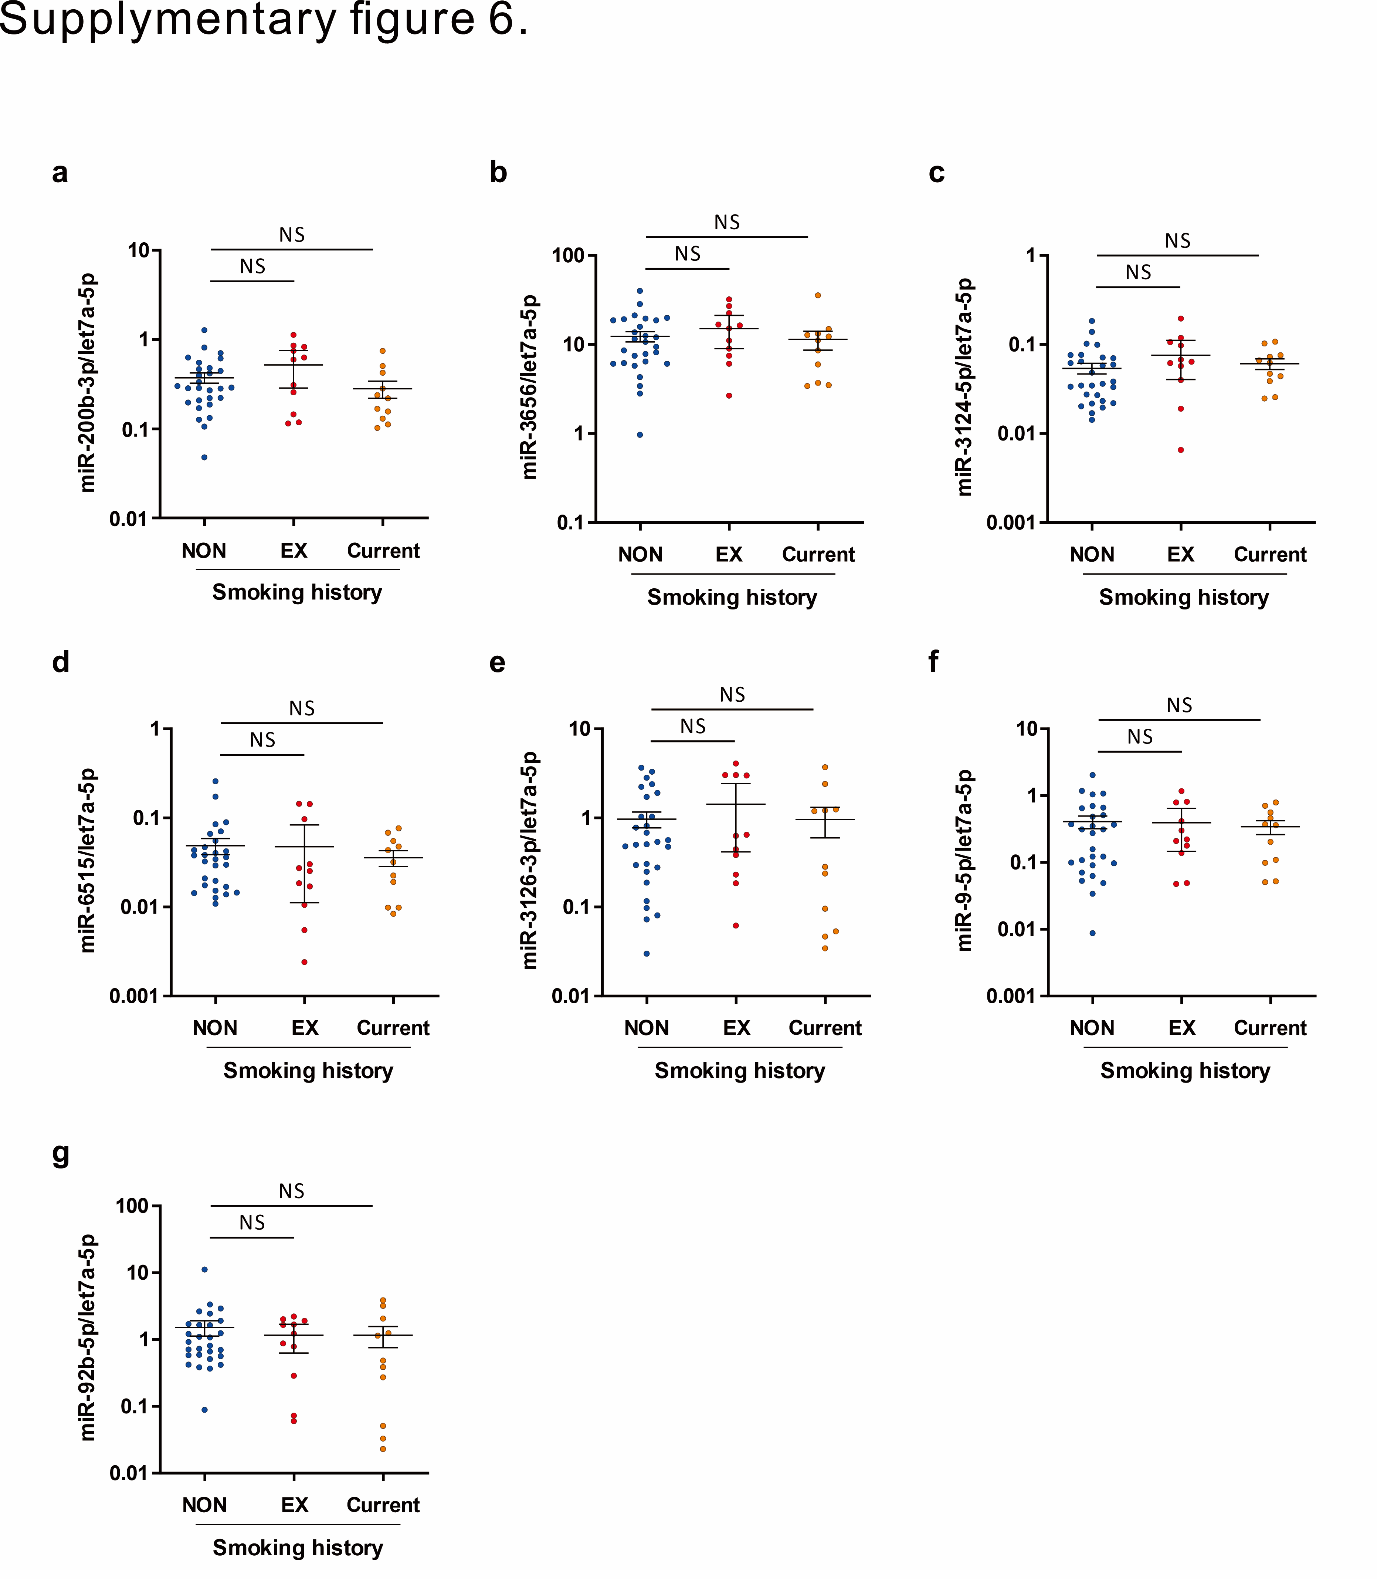
**

**Supplementary Figure 6.** Quantitative real-time PCR was performed using serum-derived exosomes from 50 healthy participants, including 28 non-smokers (NON), 11 ex-smokers (EX; no longer smoking), and 11 current smokers (Current). (**a**) Expression levels of hsa-miR-200b-3p; (**b**) hsa-miR-3656; (**c**) hsa-miR-3124-5p; (**d**) hsa-miR-6515; (**e**) hsa-miR-3126-3p; (**f**) hsa-miR-9-5p, and (**g**) hsa-miR92b-5p. Let-7a-5p was used as an internal control.

**
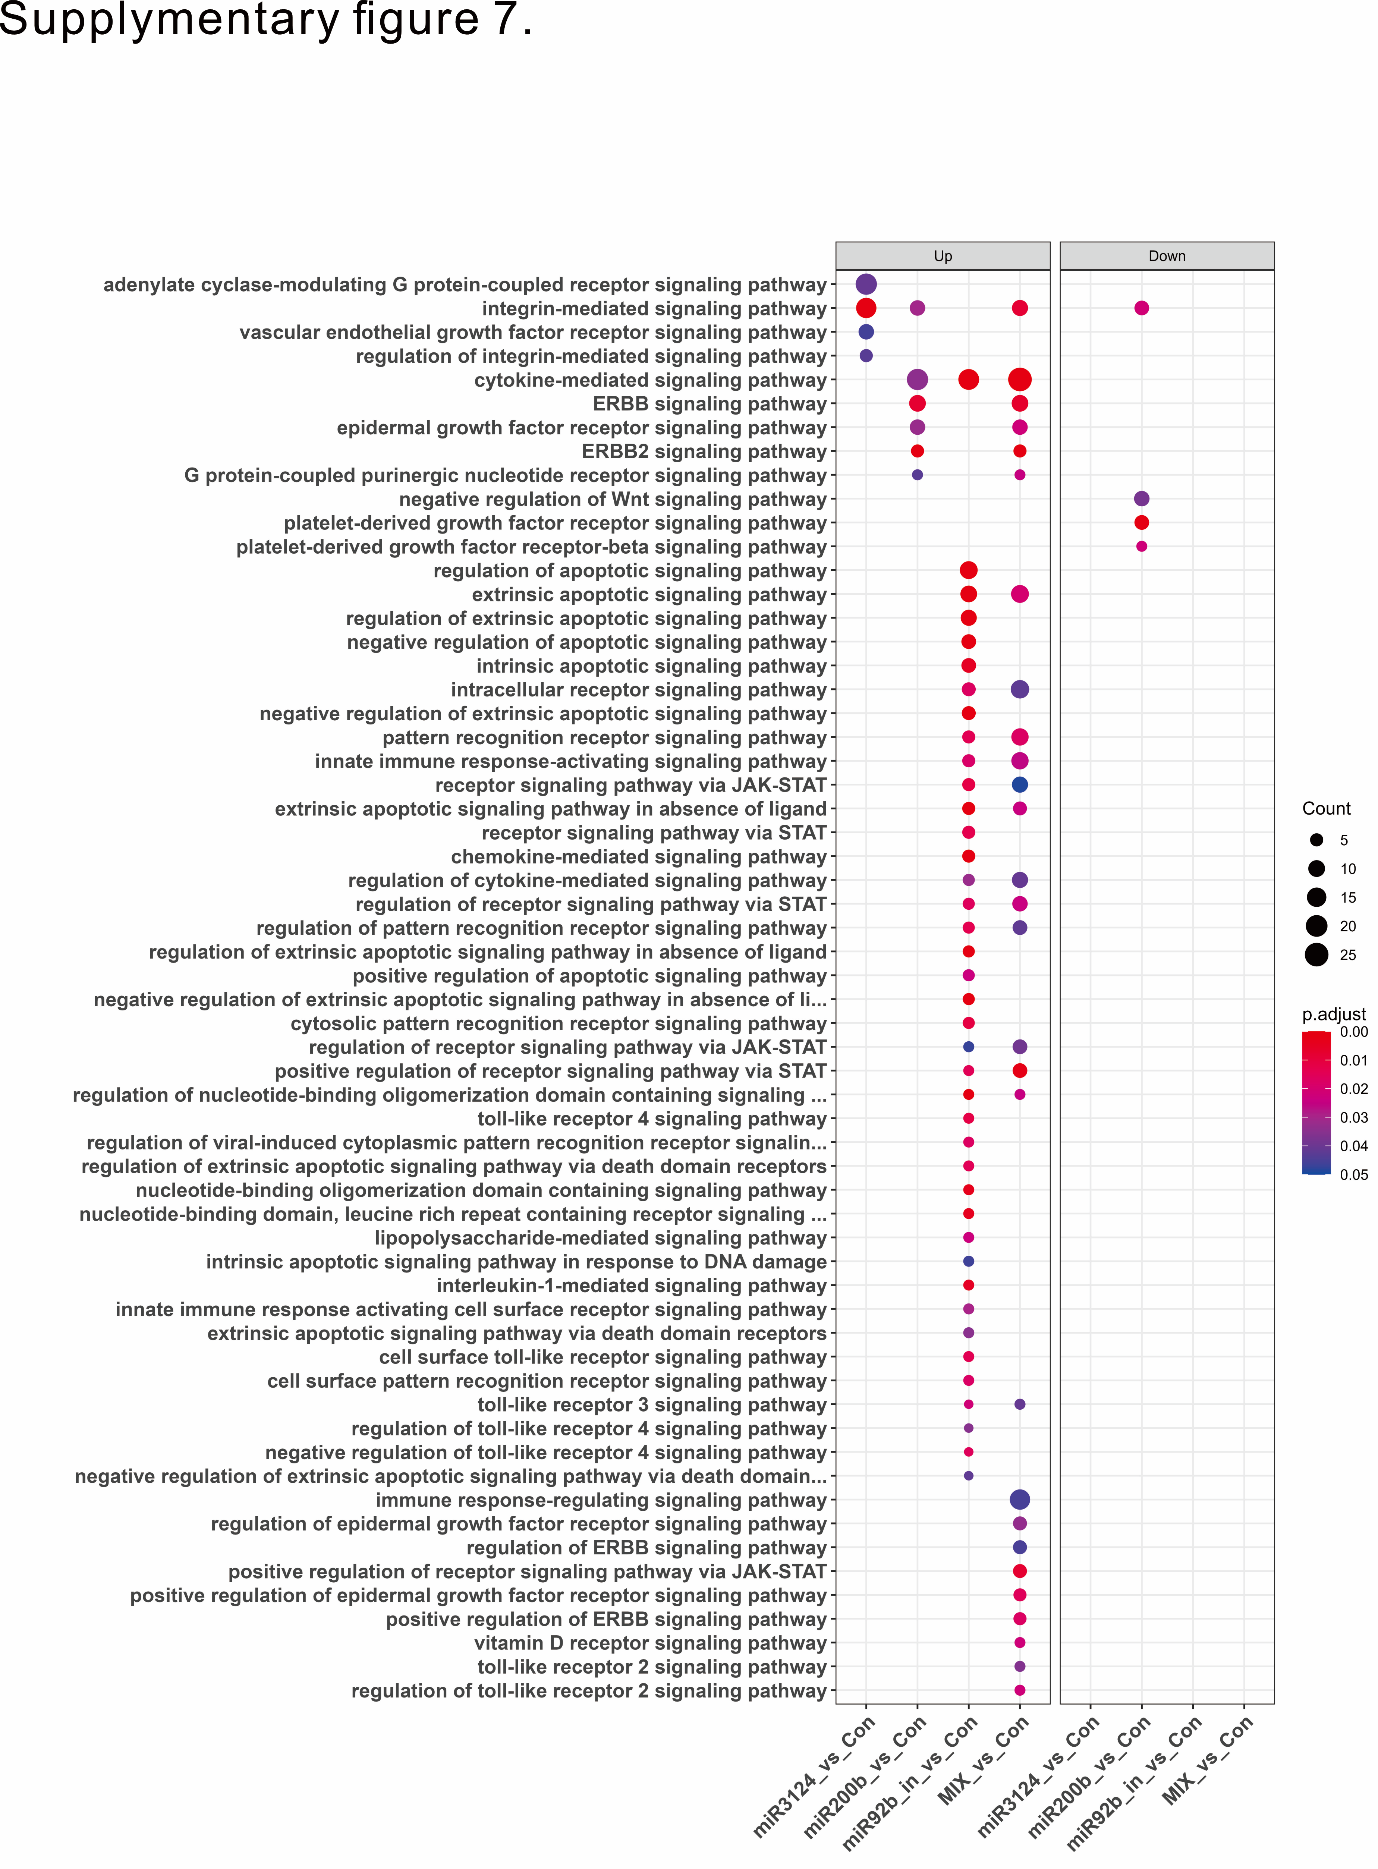
**

**Supplementary Figure 7.** Pathway related gene ontology (GO) analysis of significantly increased or decreased mRNAs by the miRNA treatment group (fold change cut-off of 2 and *p*-value cut-off of 0.05).

**
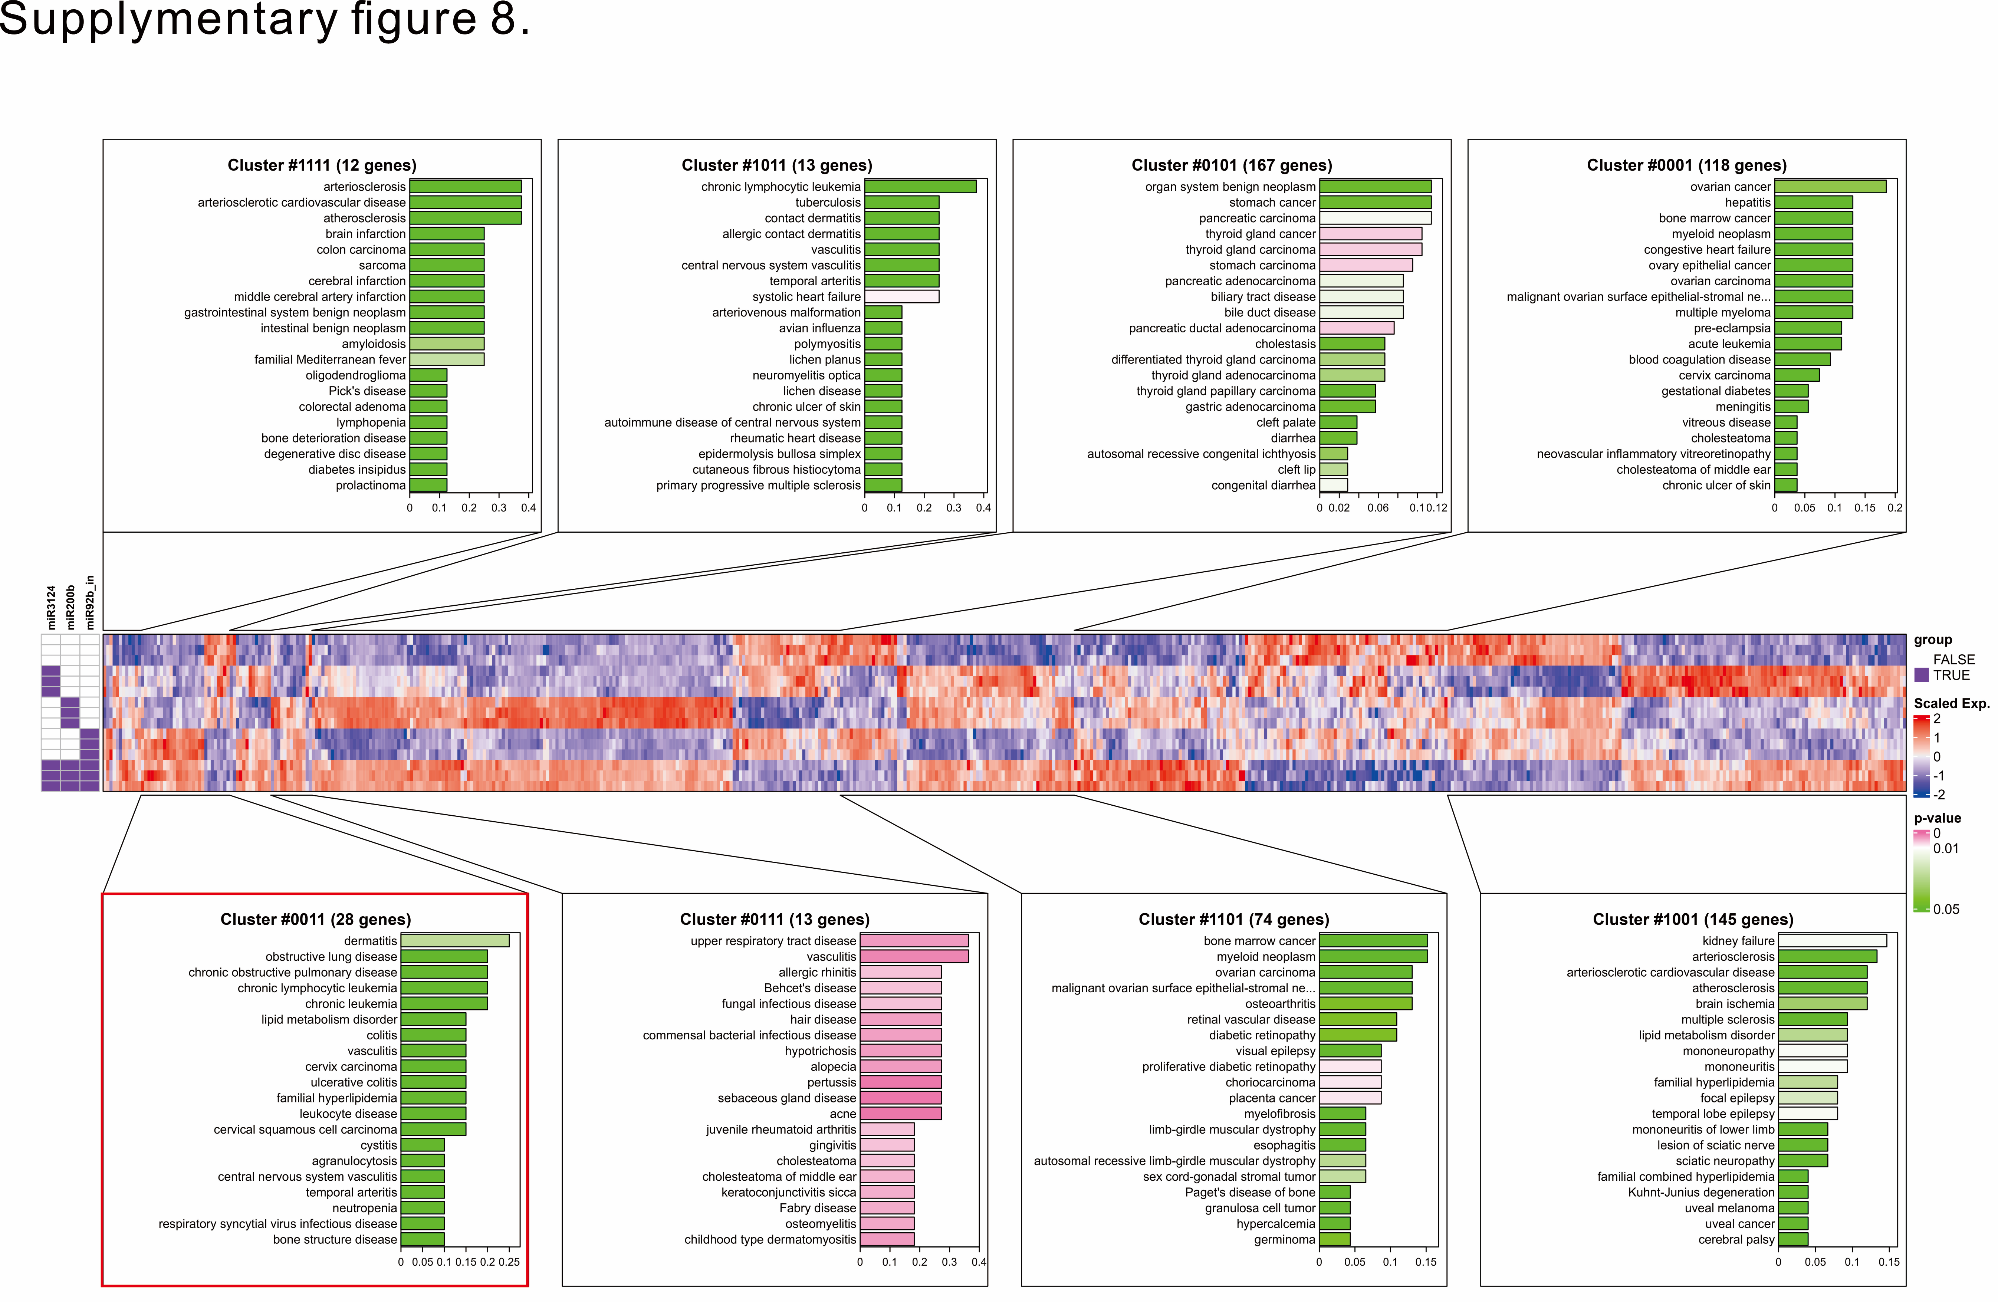
**

**Supplementary Figure 8.** Heatmap and DO (Disease Ontology) cluster of significantly increased or decreased mRNAs by the miRNA treatment group (fold change cut-off of 2 and *p*-value cut-off of 0.05).

**
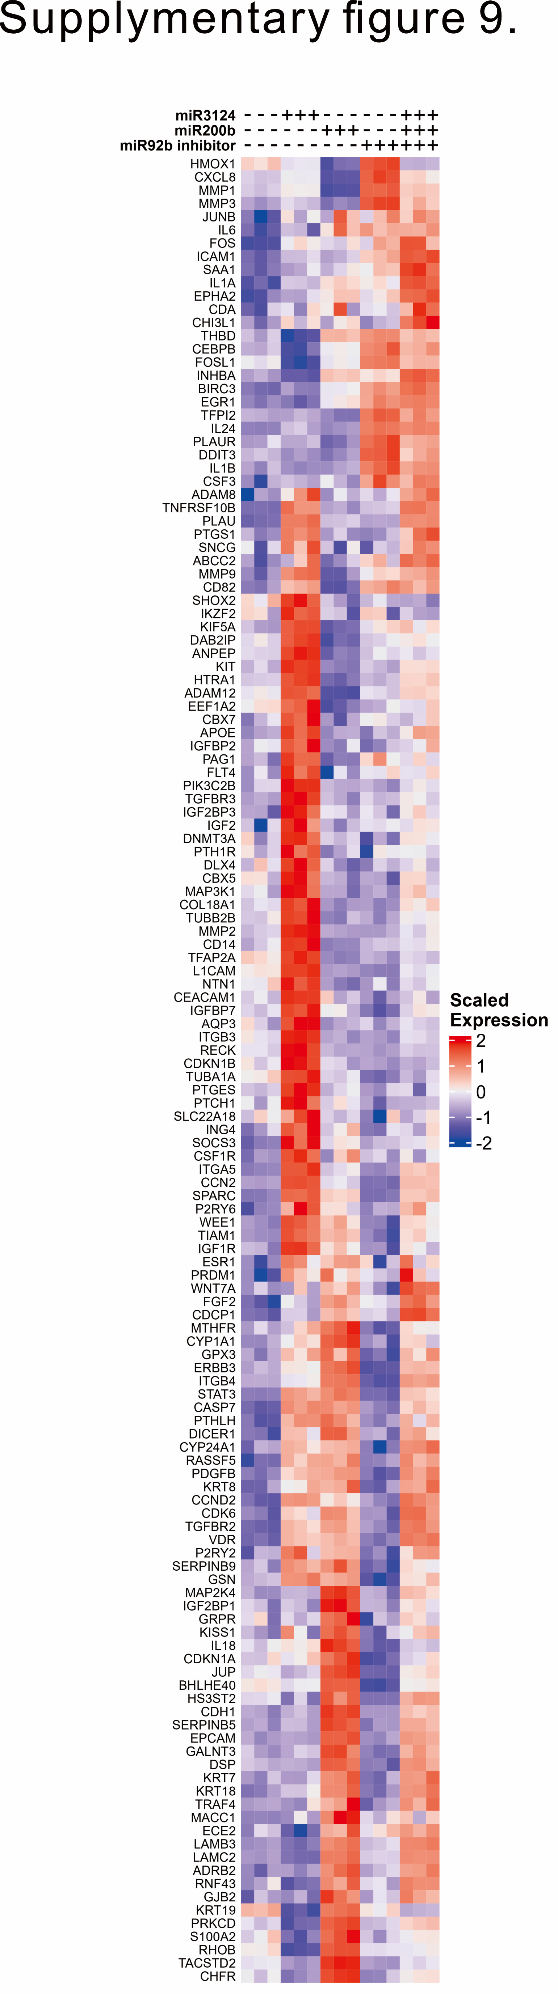
**

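Leading-edge genes are the members of a gene set that are ranked up to the point where the running enrichment score of a gene set enrichment analysis is farthest from 0. They are therefore chosen by their change in the libraries in which the set was tested, and a heat map of them shows the genes that contributed to the score and leaves out the other members of the set.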

**Supplementary Figure 9.** Heatmap analysis of leading-edge genes from the lung cancer-related disease ontology (DO) terms.

**Supplementary Table 1.** Primer sequences.

How the deposited data were processed for this re-analysis (not part of the article)

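BEAS2B cells transfected with miRcontrol, miR3124_mimic, miR200b_mimic, miR92b_inhibitor or the 3 miRNAs together were measured by mRNA-sequencing, and 2 libraries per group were used. The patient exosome, array, qPCR and survival data were not analysed here. The authors checked read quality with FastQC, trimmed the reads (FASTX_Trimmer, BBMap), mapped them with TopHat and counted them on genes. The paper's text does not name the genome build, the annotation or the counting tool. The deposited values are raw read counts per gene, without normalization, and the FPKM values and geometric normalization named in the methods were not in them. Each library lists 58173 rows, of which 5771 repeat a symbol, and the counts of repeated symbols were summed. Totals ranged from 13587666 to 18503890 counts per library. A gene with at most 3 counts in each library of a group was treated as lying at the floor, and its fold change was given as a bound against 3 counts.

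The main analysis used edgeR 4.0.16 and limma 3.58.1 in R 4.3.3: filterByExpr, RLE normalization, and the quasi-likelihood test with all 10 libraries in one fit, without covariates. The common dispersion was 0.000752. Genes were called at a fold change of at least 2 with an unadjusted p under 0.05, as in the paper, and with a Benjamini-Hochberg adjusted p under 0.05. In counts simulated with 200 changed genes per comparison, between 187 and 189 of them were recovered, and between 4 and 14 unchanged genes had an adjusted p under 0.05. Unchanged groups with shared control libraries were simulated 20 times, and groups in which the mixture was the exact sum of the individual effects 5 times. The replicate numbers did not pair the libraries: the differences between the libraries of a group correlated between groups at -0.0695 to 0.0598 over 10400 genes. Gene lists were tested with limma's fry and camera. They were the 36 genes of Fig. 6D, its panels and pathways, the genes of Figure S9, the miR-200b-3p targets named in the Discussion, and markers of epithelial and mesenchymal cells, interferon response, SCLC and its subtypes, and housekeeping.

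Beyond the genes of these lists, the genes named were the 3 with the largest rise and the 3 with the largest fall in each comparison among genes past a fold change of 2 and an adjusted p of 0.05, with a mean CPM of at least 1 and both transfected libraries on the same side of both control libraries. For 12228 of the tested genes, the 3′UTR of the longest coding transcript was taken from GENCODE v29. Each of the 16204 words of 7 bases found in at least 50 of these 3′UTRs was scored by a rank-sum z of the log2 fold change of genes with the word against genes without it. The minimum of 50 was chosen during a first scan of the words. A z beyond 4.67 either way passes a Bonferroni limit over all words. The limit treats genes as independent, and words of no transfected miRNA passed it too. In miR92b_inhibitor, CTGCCCC had a z of -12.1. With a linear trend on 3′UTR length and GC content removed, TTGTAAA had -4.82 in that group. Passing the limit alone therefore does not tie a word to a miRNA. In simulated values, a word given a lower fold change ranked lowest.

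The design, the named-gene rule and the alternatives were set before the data were examined. The alternatives were edgeR's TMM normalization, library totals only, the DESeq2 1.42.0 Wald test, edgeR's exact test, a fit of only the 2 groups compared, no filter on low counts, at least 10 counts in every library, a replicate block and leaving out each replicate in turn. For the words, they were 3′UTRs of 200 to 5000 bases only and removal of a linear trend on 3′UTR length and GC content. For the separation of groups, they were all genes, 500 genes and scaled genes. Gene Ontology and Disease Ontology enrichment were not recomputed, because their gene sets were not used here.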

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

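The signals in this part come from words of 7 bases in 3′UTRs, which the paper does not analyse. Every pattern was seen in a first scan of the words before its tests were chosen. The test of the control oligonucleotide was chosen only after its result had been seen, since TGGTGCT was already absent from the highest words of miR92b_inhibitor in that scan. The other tests were chosen before the values they give were seen.

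Genes with CAGTATT, the word complementary to the seed of miR-200b-3p, fell in miR200b_mimic with a z of -11.26, the lowest of the 16204 words. The median log2 fold change of the 2381 genes with the word lay 0.08 below that of the others. After a linear trend on 3′UTR length and GC content was removed, z was -10.46 and the word still ranked lowest, so that trend is not the whole source of the signal. A candidate explanation is action of the mimic on genes that carry its seed word, a hypothesis from the same data.

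Genes with CCCGCGA, the word complementary to the seed of miR-3124-5p, had the lowest z of all words in miR3124_mimic, -5.77, and in the 3-miRNA mixed group, -6.69. Only 76 genes carry it. Without the linear trend, z was -6.14 and -6.56, beyond the limit of 4.67 in size. In miR3124_mimic it then ranked 6, behind other GC-rich words such as CGCCCGC with a z of -6.66. With 3′UTRs of 200 to 5000 bases only, z was -5.626 and -6.503, and the word ranked 4 in miR3124_mimic and 7 in the mixed group, so its first rank is lost in either group under an alternative. An effect shared by GC-rich words that is not linear in GC content stays open, so action of the mimic through this word may be only part of the signal.

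TGGTGCT, the word of the miR-29 family, had the highest z of all words in miR3124_mimic (10.7), miR200b_mimic (5.06) and the 3-miRNA mixed group (6.99). No miRNA with this seed was transfected. With the linear trend removed, z was 6.68, 5.39 and 6.40. With 3′UTRs of 200 to 5000 bases only, z was 7.66, 5.34 and 6.06, and in the mixed group the word ranked 2 from the top. If the control oligonucleotide acted on genes with the word, it would be high in miR92b_inhibitor too, but there z was -2.25, and -0.274 without the trend. Another candidate explanation is that transfected mimics displace miRNAs that the cells already hold. The words of 11 other miRNA families, not looked at before, had, with the trend removed, a mean z of 1.66 in miR3124_mimic against 0.103 for random words matched on GC content and gene number (one-sided permutation test, p = 1e-05, the smallest that 100000 draws can give). With the trend removed, 10 of the 11 were above 0 in that group. The same permutation test, run in miR92b_inhibitor without a written prediction, gave p = 0.855. In miR200b_mimic the mean z was 1.80 against 0.441 for random words, and in the mixed group 2.17 against 0.817. The permutation test gave p = 1e-05 in each of these groups, so the pattern was not limited to miR3124_mimic. The words were not shown to differ between the groups by a test of the difference. The miRNA levels of these cells were not analysed here, so displacement remains a hypothesis.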

How the results depend on the processing

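Of 209 alternative values of counts, lists, words and group separation, 191 kept their direction and stayed within a factor of 1.5 or on the same side of their threshold. With at least 10 counts required in every library, fewer genes were tested, and the criterion of the paper and the adjusted criterion gave the same counts: 740 genes in miR3124_mimic, 423 in miR200b_mimic, 131 in miR92b_inhibitor and 402 in the 3-miRNA mixed group. The mixed group then shared 168 genes with miR3124_mimic, 171 with miR200b_mimic and 50 with miR92b_inhibitor. With the DESeq2 Wald test, miR92b_inhibitor had 251 genes under the criterion of the paper and 139 under the adjusted one, and shared 93 with the mixed group; the cause was not tested. Without a filter, 597 genes passed in miR92b_inhibitor, with more genes tested. TMM normalization, library totals, the exact test, the fit of only the 2 groups compared and the replicate block (1308, 846, 385 and 807 genes) stayed within a factor of 1.5 for every count.

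With the linear trend on 3′UTR length and GC content removed, CAGTATT in the mixed group passed the limit (z from -3.13 to -5.37), while CCGTCCC, the word of miR-92b-5p, no longer did in miR92b_inhibitor (from -6.18 to -1.37) or in the mixed group (from -5.17 to -4.33). The alternative itself, removal of the trend, makes this change.

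Leaving out each library in turn, the genes of Fig. 6D higher than in miRcontrol numbered from 22 to 24 in miR3124_mimic, 28 to 31 in miR200b_mimic and 29 to 31 in miR92b_inhibitor, and 35 in each fit of the mixed group. For Figure S9 they numbered from 108 to 111, 92 to 96, 67 to 68 and 113 to 116. The ratio that separates the groups ranged from 9.91 to 38.7 over its alternatives. Of 183 refitted values of named genes, 180 kept their call and 3 lost it, all read-through genes under DESeq2, which gave no adjusted p for RPS10-NUDT3. Of their leave-one-out values, 157 moved by less than the spread between replicates and 27 by more, and none reversed. The alternative pseudocount was not run, because the values are counts. With 2 libraries per group, leaving one out leaves its group without a replicate, so no p-values are given for these fits.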

Differences from the paper's values

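In miR92b_inhibitor, 391 genes passed the fold change and p-value criterion, against the paper's about 170 in Fig. 6B, read by eye. Of these, 185 were higher than in miRcontrol against the paper's about 86, and 206 were lower against the paper's about 87. Among the alternatives set before the data were examined, the DESeq2 Wald test (251 genes) and the filter of at least 10 counts in every library (131 genes, 61 higher and 70 lower) came within a factor of 1.5 of the paper's values, in total and in each direction. TMM normalization, library totals, the exact test, the fit of only the 2 groups compared, no filter and the replicate block did not, with 380 to 597 genes. The filter of at least 10 counts moved other values away from the paper's: 438 genes higher in miR3124_mimic against about 750, 185 lower in miR200b_mimic against about 280, and 171 shared between the mixed group and miR200b_mimic against about 270, each within a factor of 1.5 in the main analysis. With the DESeq2 Wald test, every count of Fig. 6B and 6C compared here was within that factor.

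The 3-miRNA mixed group shared 145 genes with miR92b_inhibitor, against the paper's about 66 in Fig. 6C, read by eye. Again the DESeq2 Wald test (93 genes) and the filter of at least 10 counts in every library (50 genes) came within a factor of 1.5, and the others did not, with 140 to 204 genes.

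The first and second principal components held 50.2% and 33.7% of the variance, against the paper's about 17% and about 14% in Fig. 6A, read by eye. With all genes tested they held 42.5% and 28.4%, with the 500 most variable genes 51.5% and 34.5%, and with scaled genes 51.9% and 30.4%, so that none of the alternatives set before the data were examined closed the gap. The paper's plot holds more libraries than were analysed here.

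The paper gives the mixed group the highest enrichment score for lung cancer terms and names miR200b_mimic, miR92b_inhibitor and the mixed group as significant. On the genes of Figure S9 alone, which is another measure than that score, the median log2 fold change was highest in miR3124_mimic (0.79, against 0.70 in the mixed group), although the number of genes higher was largest in the mixed group (115, against 110). Compared gene by gene, the mixed group was higher than miR3124_mimic in 72 of 136 genes, with a median log2 difference of 0.06. The order of these groups therefore depends on the measure. The set was called in miR3124_mimic and not in miR92b_inhibitor when camera's correlation was estimated from the data (adjusted p = 0.00687 and 0.0852); under the fry test it was called in both. The genes were selected by their change in these libraries, so these calls are not independent evidence on the paper's significance calls.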

Other observations

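The tests of the mixture, of the mimic amounts and of the read-through genes were chosen only after the results had been seen.

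The effect of the 3-miRNA mixed group was compared with the sum of the individual effects. It differed from the sum in 3234 genes (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 1198 of these whose summed effect was beyond 1 on the log2 scale, the mixed group lay nearer 0 than the sum in 1196. In a joint regression across genes, the slopes of the mixed group on the individual groups were 0.342 for miR3124_mimic, 0.447 for miR200b_mimic and 0.351 for miR92b_inhibitor. Noise and shared control libraries do not account for this: when the mixture was simulated as the exact sum, the lowest slopes were 0.845, 0.772 and 0.557.

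The mixture could hold less of each mimic than the single transfections, since the amounts are not stated. With the linear trend on 3′UTR length and GC content removed, genes with CAGTATT shifted by -0.07 on the log2 scale in miR200b_mimic and by -0.04 in the mixed group. The difference was 0.0334 (95% bootstrap interval over genes 0.0157 to 0.0517), as a lower amount of the miR-200b-3p mimic would give. Competition between the transfected miRNAs would give the same and was not tested. An interval over genes leaves out the variation between libraries, so it does not show that the amounts differed. For CCCGCGA the shifts were -0.42 and -0.32, and the difference of 0.0984 had an interval from -0.0394 to 0.404. With 76 genes, a lower amount of the miR-3124-5p mimic and an equal amount cannot be told apart.

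Read-through genes, whose names join 2 other symbols, were among the largest changes. JMJD7-PLA2G4B fell in miR200b_mimic, MINOS1-NBL1 fell and COMMD3-BMI1 and RPS10-NUDT3 rose in miR92b_inhibitor, and none of these was called with the DESeq2 Wald test: the first 3 had an adjusted p above 0.05, and RPS10-NUDT3 had an unadjusted p of 0.165 and no adjusted one. Among the genes past the criterion of the paper, transfected libraries lay on both sides of the control libraries or among them for 6 of 20 read-through genes in miR3124_mimic, 8 of 19 in miR200b_mimic, 3 of 17 in miR92b_inhibitor and 3 of 15 in the 3-miRNA mixed group, against 8 of 1292, 6 of 830, 9 of 374 and 6 of 792 other genes. Fisher's exact test in each comparison (one-sided) gave p of 1.54e-08, 3.27e-11, 0.0118 and 0.000409. The comparisons share control libraries and genes, so these are not independent; with each gene counted once, the numbers were 12 of 36 and 28 of 2290 (Fisher's exact test, one-sided, p = 1.05e-13). Reads shared between overlapping genes are a candidate explanation; other sources of noise in such genes were not tested.

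In miR92b_inhibitor, genes with GC-rich 3′UTRs tended to fall (Spearman's rho across genes -0.175). Between the 2 libraries of one group, rho reached 0.245 in miR200b_mimic and -0.191 in the 3-miRNA mixed group, and was 0.080 in miR3124_mimic. In the groups compared here it was smaller in size than the trend, at 0.123 in miRcontrol and -0.032 in miR92b_inhibitor. A GC content bias between libraries could give a trend of that strength, but one as strong was not seen within the groups compared. The words of both arms of miR-92b did not rise after the trend was removed: z was -1.37 for CCGTCCC (miR-92b-5p) and -1.99 for GTGCAAT (miR-92b-3p). The paper's methods name a miR-92b inhibitor without its arm, while its abstract counts miR-92b-5p among the 3 miRNAs introduced to cells.

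Whether TGGTGCT in the 3′UTR may account for the rise of the Figure S9 genes in miR3124_mimic was tested by its frequency. It was present in 28 of 136 genes (20.6%), against 16.0% in random genes matched on 3′UTR length and GC content (one-sided permutation test, p = 0.0758). The median log2 fold change was 0.81 in genes with the word and 0.76 in genes without it, a comparison made after the frequency was known. A small contribution of the word and none cannot be told apart with 28 genes, while most of the genes that rose lack it.

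Among the miR-200b-3p targets named in the Discussion, ZEB1, on chromosome 10 of GRCh38 from 31318495 to 31529814, had a log2 fold change of -1.29 in miR200b_mimic (adjusted p = 3.55e-21) and of -1.12 in the 3-miRNA mixed group. ZEB2 fell by 2.27 and 1.66 in the same groups. In miR200b_mimic, SMAD2 fell by 0.58, HMGB3 by 0.74 and TRIM33 (TIF1γ) by 0.22, while ABCA1 rose by 0.83 and LATS2 by 0.28. MFAP5 (MAGP2) did not pass the filter on low counts. Of the 7 tested genes of this list, 5 were higher than in miRcontrol in miR3124_mimic, 2 in miR200b_mimic, 6 in miR92b_inhibitor and 2 in the mixed group. Adjusted over the list alone, 3, 7, 5 and 7 differed, against 3, 7, 4 and 7 over all genes tested.

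The other lists were compared in the order miR3124_mimic, miR200b_mimic, miR92b_inhibitor and 3-miRNA mixed group. Of 11 epithelial markers, 7, 10, 2 and 9 were higher than in miRcontrol, with median log2 fold changes of 0.16, 1.17, -0.44 and 0.97; adjusted over the list alone 5, 10, 5 and 10 differed, and 5, 9, 5 and 10 over all genes tested. Of 8 mesenchymal markers, 3, 1, 5 and 1 were higher, with medians of -0.04, -0.78, 0.10 and -0.60; adjusted over the list alone 3, 7, 7 and 7 differed, and 3, 7, 6 and 7 over all genes tested. This list holds ZEB1 and ZEB2 too. Of its 3 genes that differed in miR3124_mimic, 1 was higher. VIM fell there from 3894 and 3707 CPM in miRcontrol to 827 and 799, and SNAI2 from 23.1 and 23.3 to 11.2 and 10.2. As a set, the mesenchymal markers were lower in miR3124_mimic (adjusted p = 6.59e-06, limma's fry test with Benjamini-Hochberg adjustment), although their median was near 0. Of 18 interferon response genes, 15, 13, 17 and 17 were higher, with medians of 0.48, 0.16, 0.79 and 1.01. Adjusted over the list alone 8, 5, 12 and 13 differed, and 8, 6, 11 and 12 over all genes tested. As a set, they passed limma's fry test only in the mixed group (adjusted p of 0.203, 0.562, 0.058 and 0.0214). Camera with its preset correlation called miR92b_inhibitor and the mixed group. With the correlation estimated from the data, 0.582 or more, camera called no group (lowest adjusted p = 0.324). Of 8 housekeeping genes, 2, 2, 5 and 3 were higher, with medians from -0.08 to 0.05; adjusted over the list alone 4, 4, 7 and 3 differed, and 4, 4, 6 and 3 over all genes tested. One member changed strongly: ACTB fell from 7150 ± 27.1 to 1686 ± 0.782 CPM in miR3124_mimic (SD, n = 2 libraries each), a log2 fold change of -2.08 (adjusted p = 2.35e-42), and had a log2 fold change of -0.91 in the mixed group. Of 8 genes that mark SCLC or its subtypes, only POU2F3, SYP and DLL3 were tested, and 2, 1, 2 and 1 of them were higher; adjusted over the list alone 0, 1, 0 and 2 differed, and the same numbers over all genes tested. POU2F3 marks a subtype that is not neuroendocrine, and it is the gene that differed in miR200b_mimic, where it was at least 5.40-fold higher. In the mixed group POU2F3 was higher and SYP lower, each from few counts.

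Interferon response genes differed between the 2 libraries of the 3-miRNA mixed group and, for some of them, of miR92b_inhibitor, with the second library higher. MX1 had 3.54 and 8.34 CPM in the mixed group and 1.46 and 4.76 in miR92b_inhibitor, OAS1 had 4.48 and 8.66 against 2.86 and 6.08, and OAS2 had 2.88 and 7.43 against 2.16 and 6.79. ISG15 had 27.4 and 47.2 CPM in the mixed group but 29.0 and 32.2 in miR92b_inhibitor. These 4 genes were chosen after their values were seen. No explanation was tested.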
